# Taste receptor type 1 member 3 enables western diet-induced anxiety in mice

**DOI:** 10.1186/s12915-023-01723-x

**Published:** 2023-11-06

**Authors:** Jae Won Song, Keon-Hee Lee, Hobin Seong, Dong-Mi Shin, Woo-Jeong Shon

**Keywords:** Anxiety disorders, Western diet, Taste receptor type 1 member 3, Hypothalamus

## Abstract

**Background:**

Accumulating evidence supports that the Western diet (WD), a diet high in saturated fat and sugary drinks, contributes to the pathogenesis of anxiety disorders, which are the most prevalent mental disorders worldwide. However, the underlying mechanisms by which WD causes anxiety remain unclear. Abundant expression of taste receptor type 1 member 3 (TAS1R3) has been identified in the hypothalamus, a key brain area involved in sensing peripheral nutritional signals and regulating anxiety. Thus, we investigated the influence of excessive WD intake on anxiety and mechanisms by which WD intake affects anxiety development using wild-type (WT) and *Tas1r3* deficient (*Tas1r3*^−/−^) mice fed a normal diet (ND) or WD for 12 weeks.

**Results:**

WD increased anxiety in male WT mice, whereas male *Tas1r3*^−/−^ mice were protected from WD-induced anxiety, as assessed by open field (OF), elevated plus maze (EPM), light–dark box (LDB), and novelty-suppressed feeding (NSF) tests. Analyzing the hypothalamic transcriptome of WD-fed WT and *Tas1r3*^−/−^ mice, we found 1,432 genes significantly up- or down-regulated as a result of *Tas1r3* deficiency. Furthermore, bioinformatic analysis revealed that the CREB/BDNF signaling-mediated maintenance of neuronal regeneration, which can prevent anxiety development, was enhanced in WD-fed *Tas1r3*^−/−^ mice compared with WD-fed WT mice. Additionally, in vitro studies further confirmed that *Tas1r3* knockdown prevents the suppression of *Creb1* and of CREB-mediated BDNF expression caused by high levels of glucose, fructose, and palmitic acid in hypothalamic neuronal cells.

**Conclusions:**

Our results imply that TAS1R3 may play a key role in WD-induced alterations in hypothalamic functions, and that inhibition of TAS1R3 overactivation in the hypothalamus could offer therapeutic targets to alleviate the effects of WD on anxiety.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12915-023-01723-x.

## Background

Anxiety disorders are defined as persistent, uncontrollable, and disproportionate feelings of anxiety that interfere with normal functioning in daily life [1]. Anxiety disorders have the highest prevalence of any mental disorder worldwide and are the leading cause of global disease burden (ranked as the eighth leading cause of years lived with disability in 2019) [2, 3]. Anxiety disorders are multifactorial mental illnesses that are influenced by genetic and environmental factors, such as childhood experiences, socioeconomic status, smoking, and alcohol abuse [4–6]. Among external factors, diet, one of the key factors that affects people’s health in their daily lives, also affects anxiety [7]. Particularly, there is growing recognition that the Western diet (WD), which is rapidly increasing in consumption globally, can exacerbate anxiety [8, 9]. Several rodent and human studies suggest that neither diets high in sugar, nor fat-induced anxiety, always correlate with weight gain, nor does anxiety improve with weight loss [10, 11]. There are several limitations associated with lifestyle and weight control to relieve diet-induced mental disorders. There is also a lack of effective medications for anxiety, and the precise molecular mechanisms underlying WD-linked anxiety remain largely undetermined; further research is necessary.

The amygdala, hippocampus, medial prefrontal cortex, and hypothalamus form a network of brain structures involved in the neuropathophysiology of anxiety [12]. Among these brain regions, the hypothalamus is located close to the median eminence; this is composed of fenestrated capillaries so it can directly sense blood-borne molecules (e.g., nutrients and hormones) to regulate body homeostasis [13, 14]. This suggests that the hypothalamus is the primary site involved in the integration of peripheral nutritional signals and emotional responses. Studies of the pathogenesis of diet-induced anxiety as related to the principal features of the hypothalamus have focused on increased inflammation and hormonal dysregulation [15, 16]. However, hypothalamic neurogenesis modulated by diet has recently emerged as a new mechanism underlying diet-induced anxiety that affects the differentiation of anxiolytic neurons and hippocampal functions [17, 18].

Taste receptor type 1 member 3 (TAS1R3) is a G protein-coupled receptor (GPCR) involved in taste perception via the taste buds on the tongue [19]. TAS1R3 forms heterodimeric GPCR complexes such as TAS1R1/TAS1R3 (umami stimuli) and TAS1R2/TAS1R3 (sweet stimuli) to sense ligands [20]. TAS1R3 is reportedly expressed in various extraoral tissues, such as the epithelium of the gastrointestinal tract, pancreatic islet cells, and testes [21–23]. Furthermore, TAS1R3 signals are expressed more in neurons than in other brain cell types, with the highest expression in the hypothalamic paraventricular and arcuate nuclei compared to other brain regions, such as the cortex and hippocampus [24]. TAS1R3 is expressed in the hypothalamic regions, which are known to be involved in neuroendocrine control and hypothalamic neurogenesis, primarily mediating physiological and behavioral responses to nutrient fluxes in circulation [25, 26]. Although recent studies have shown that nutrient-sensing receptors expressed in the hypothalamus modulate diet-induced mood disorders, the role of TAS1R3 in WD-induced anxiety remains unknown [27, 28].

In this context, we hypothesized that nutrient-induced modulation of hypothalamic TAS1R3 is central to the regulation of WD-induced anxiety. To elucidate possible role of TAS1R3 in regulating behavior, we investigated *Tas1r3* deficient animals. We evaluated the influence of excessive WD intake on anxiety-related behavior and investigated the mechanisms through which WD intake affects anxiety development. Our findings uncover the previously unknown role of TAS1R3 in the context of WD-induced anxiety-like phenotype and may contribute to the development of preventive or therapeutic strategies for anxiety disorders.

## Results

### Male *Tas1r3*^*-/-*^ mice were protected against immobility and anxiety-like behavior induced by WD

To investigate the function of TAS1R3 in the behavioral performance of WD-fed mice, 8-week-old C57BL/6 WT and *Tas1r3*^-/-^ mice were fed an ND (10% fat diet with plain water) or WD (60% fat diet with 30% sucrose solution) for 12 weeks and subjected to a battery of behavioral tests. There was no significant difference between caloric intake between WT and *Tas1r3*^-/-^ mice (see Additional file 1: Fig. S1A-C). *Tas1r3* expression in the hypothalamus of WT mice was significantly increased by long-term WD intake (Fig. 1A). We first conducted an OF test (Fig. 1B) to assess the exploratory locomotor activity of mice exposed to the novel open field. WD-fed male WT mice showed relatively less travel in the arena and lower average velocity than ND-fed male WT mice and WD-fed male *Tas1r3*^-/-^ mice (Fig. 1C-D). Furthermore, the immobility time of male WT mice was significantly increased by WD, whereas WD-fed male *Tas1r3*^-/-^ mice had a similar range of locomotor activity to ND-fed male WT mice (Fig. 1E).

**Fig. 1:**
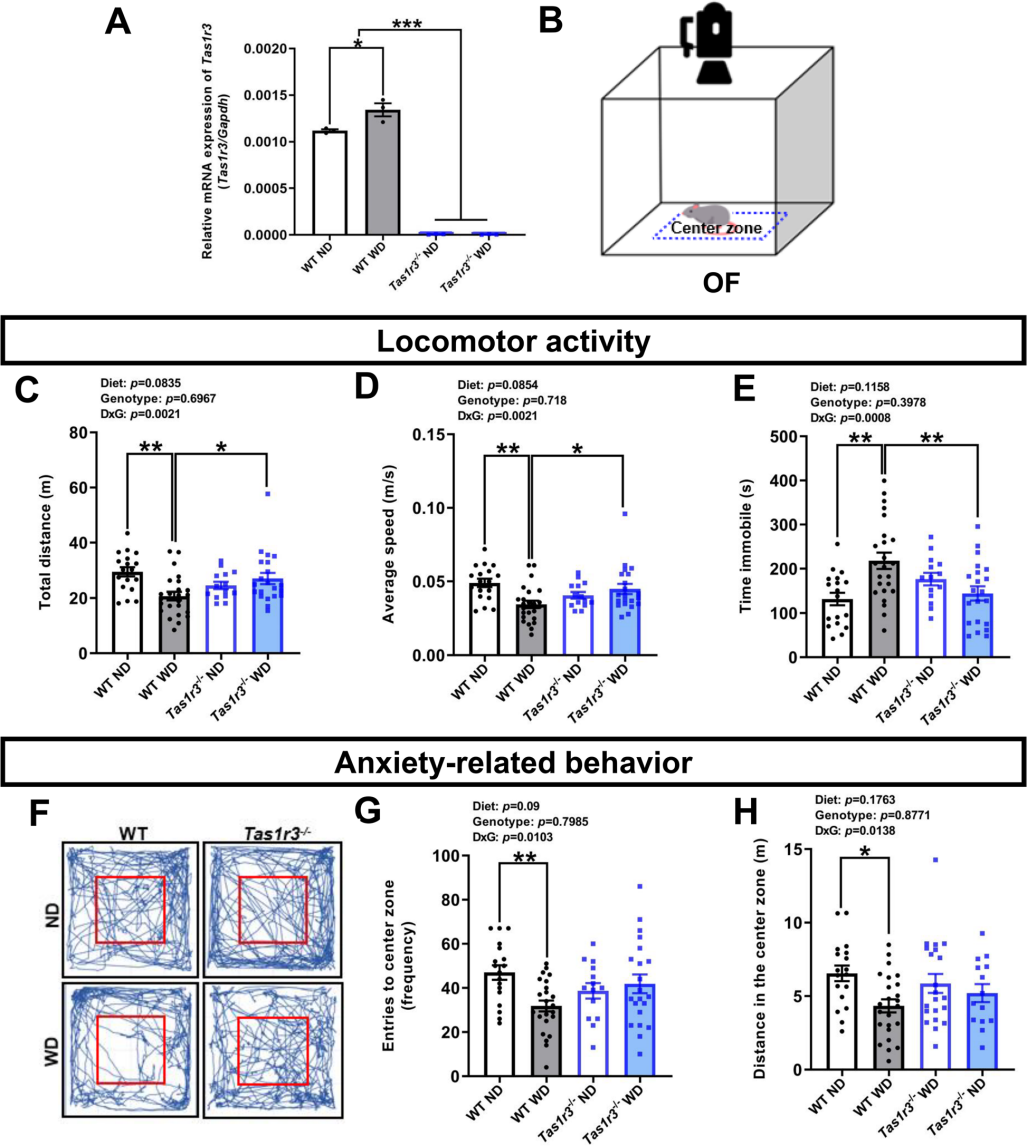
WD-induced immobility and anxiety-related behaviors in WT mice not exhibited in WD-fed *Tas1r3*^−/−^ mice*.* **A** *Tas1r3* mRNA expression in the hypothalamus of all groups. Two-way ANOVA followed by Tukey’s multiple comparison test: *p < 0.05, ***p < 0.001. *n* = 3 mice/group. **B** Schematic diagram of the OF test. The inner blue dotted line denotes the center zone. **C-E** Locomotor activities assessed by total distance traveled in the arena, average speed and time spent immobile. Two-way ANOVA followed by Tukey’s multiple comparison test: *p < 0.05, **p < 0.01. **F** Representative movement traces (blue lines) in OF chamber. **G**,**H** Anxiety-related behaviors measured by the frequency of entries to the center zone, and distance traveled in the center zone. Two-way ANOVA followed by Tukey’s multiple comparison test: *p < 0.05, **p < 0.01. WT ND: *n* = 18; WT WD: *n* = 24; *Tas1r3*^−/−^ ND: *n* = 14; *Tas1r3*^−/−^ WD: *n* = 21. All values are presented as the means ± SEM. ANOVA, analysis of variance; OF, open field; ND, normal diet; WD, western diet; WT, wild-type

Regarding anxiety-related behavioral dimensions, WD-fed male WT mice were less inclined to encounter and travel the center zone than were ND-fed male WT mice, which is indicative of increased anxiety-like behavior. However, WD-fed male *Tas1r3*^-/-^ mice didn’t exhibit WD-induced anxiety-behaviors (Fig. 1F-H). The EPM test was used to measure additional anxiety-like behaviors (Fig. 2A). We found that WD-fed male WT mice displayed increased anxiety-like behavior, as evident by fewer distance traveled in the open arms and less time spent in the open arms compared with ND-fed male WT mice. Contrastingly, WD-fed male *Tas1r3*^-/-^ mice showed more time spent in the open arms compared with WD-fed male WT mice (Fig. 2D). In addition, WD-fed male WT mice were more likely to spend time in the closed arms than both ND-fed male WT and WD-fed male *Tas1r3*^-/-^ mice (Fig. 2E). In the LDB test, WD-fed male WT mice spent significantly less time in the light zone compared to ND-fed male WT mice, whereas WD-fed male *Tas1r3*^-/-^ mice spent more time in the light zone than WD-fed male WT mice (Fig. 2F-H). In line with the results of the OF, EPM, and LDB tests, WD-fed male WT mice exhibited longer latency time for eating pellets compared with ND-fed male WT mice and WD-fed male *Tas1r3*^-/-^ mice in NSF test (Fig. 2I-J).

**Fig. 2:**
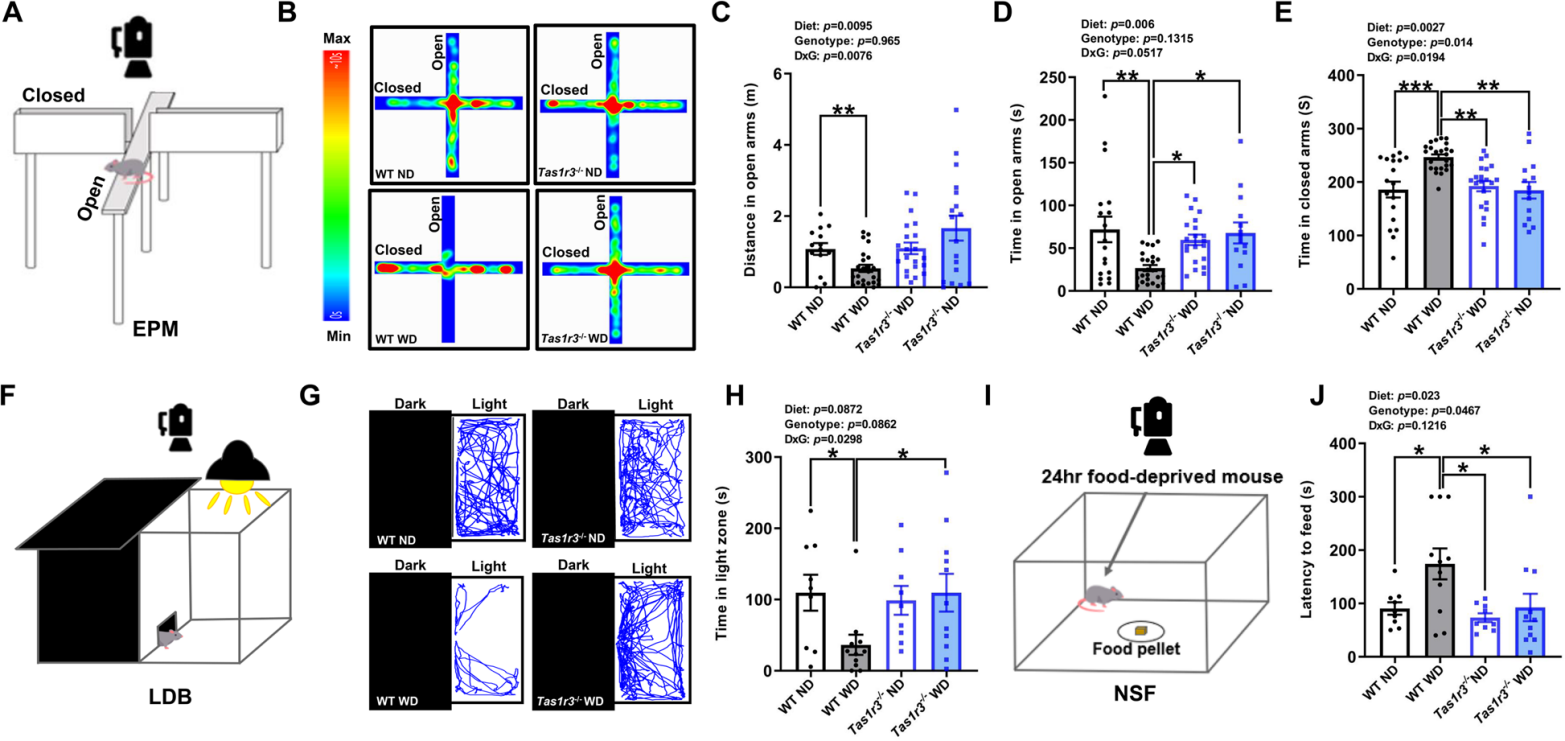
*Tas1r3* deficiency protects against the anxiety-like phenotypes induced by WD. **A** Schematic of EPM test. **B** Representative heatmaps of time spent in EPM. **C** Distance traveled in the open arms. Two-way ANOVA followed by Tukey’s multiple comparison test: **p < 0.01. **D** Time spent in open arms. Two-way ANOVA followed by Tukey’s multiple comparison test: *p < 0.05, **p < 0.01. **E** Time spent in closed arms. Two-way ANOVA followed by Tukey’s multiple comparison test: **p < 0.01, ***p < 0.001. WT ND: *n* = 18; WT WD: *n* = 24; *Tas1r3*^−/−^ ND: *n* = 14; *Tas1r3*^−/−^ WD: *n* = 21. **F** Schematic of LDB test. **G** Representative movement traces (blue lines) in LDB. **H** Time spent in light zone. Two-way ANOVA followed by Tukey’s multiple comparison test: *p < 0.05. WT ND: *n* = 9; WT WD: *n* = 11; *Tas1r3*^−/−^ ND: *n* = 9; *Tas1r3*^−/−^ WD: *n* = 11. **I** Schematic of NSF test. **J** Latency time to feed. Two-way ANOVA followed by Tukey’s multiple comparison test: *p < 0.05. WT ND: *n* = 9; WT WD: *n* = 11; *Tas1r3*^−/−^ ND: *n* = 9; *Tas1r3*^−/−^ WD: *n* = 11. All values are presented as the means ± SEM. ANOVA, analysis of variance; EPM, elevated plus maze; LDB, Light–dark box; ND, normal diet; NSF, novelty-suppressed feeding; WD, western diet; WT, wild-type

After 12 weeks of high-calorie western diet intake, significant differences in body weight were observed between groups in male mice (see Additional file 1: Fig. S2A). Several studies showed that high-calorie western diet-induced obesity is a potential risk factor for anxiety [29, 30]. Therefore, we investigated whether WD-induced anxiety is dependent on weight gain. Linear regression analysis based on groups confirmed no significant association between body weights and anxiety-related parameters (see Additional file 1: Fig. S2B-H). To assess the effect of weight gain, we further analyzed the anxiety-related parameters using ANCOVA with body weights as the potential covariates. However, the ANCOVA model demonstrated that body weight was not a covariate significantly influencing anxiety-related behaviors (entries to center zone: *F* = 0.065, *p* = 0.8; distance in the center zone: *F* = 0.003, *p* = 0.958; distance in open arms: *F* = 2.414, *p* = 0.125; time in open arms: *F* = 1.501, *p* = 0.225; time in closed arms: *F* = 2.71, *p* = 0.104; time in light zone: *F* = 1.613, *p* = 0.212; latency to feed: *F* = 1.083, *p* = 0.305). These results suggest that the anxiety levels of male mice were independent of their body weights.

There were significant differences in body weight between groups in female mice, similar to the phenotype we observed in male mice (see Additional file 1: Fig. S3A). However, there was no significant difference in locomotor activities and anxiety-related behaviors between groups in female mice (see Additional file 2: Fig. S3B-E), likely due to reported sex-dependent effects in anxiety-related behaviors [31].

These results suggest that consumption of WD can lead to increased anxiety in WT mice. However, *Tas1r3*^*-/-*^ mice were protected from the WD-induced anxiety.

### *Tas1r3* deficiency largely alters gene expression in the hypothalamus of WD-fed mice

Considering that the anxiety levels of WD-fed male WT and *Tas1r3*^-/-^ mice were not explained by their body weight, we investigated the underlying molecular mechanisms in the hypothalamus, a brain structure primarily involved in anxiety. We used RNA sequencing to identify the gene expression profile in the hypothalamus of WD-fed WT mice versus WD-fed *Tas1r3*^-/-^ mice. 

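RNA was sequenced from the hypothalamus of male C57BL/6 mice fed WD for 12 weeks, that is, a 60% fat diet with a 30% sucrose solution. The values analysed here come from 4 libraries, 2 of WD-fed WT mice and 2 of WD-fed *Tas1r3*-/- mice, where the paper states 3 mice per group. According to the sample labels, poly(A) RNA was depleted of ribosomal RNA and made into barcoded Ion Torrent libraries. The authors aligned the reads to mm39 with STAR in Partek Flow and estimated a count for each RefSeq transcript. These estimated counts need not be whole numbers and were deposited without normalization. They summed to 5917470 and 6177210 in WT WD replicates 1 and 2, and to 6273772 and 5874782 in *Tas1r3*-/- WD replicates 1 and 2. The table lists 30930 transcripts, each with at least 10 estimated counts over the 4 libraries together. A RefSeq accession table named the gene of 30886 of them, and their estimated counts were summed to 16378 genes and rounded. The other 44 were left out of the library sizes, and 1 of these held 1.84% and 0.242% of the counts in WT WD replicates 1 and 2 and 1.29% and 2.34% in *Tas1r3*-/- WD replicates 1 and 2. CPM, the counts of a gene relative to the size of its library, were scaled by edgeR's TMM method, and 14340 genes had enough counts to be tested.

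*Tas1r3* (ENSMUSG00000029072), the gene targeted in the knockout, lies on the minus strand of chromosome 4 of GRCm39 (mm39) from 155943725 to 155947819. It had 35.3 and 27.0 estimated counts in WT WD replicates 1 and 2, and 7.00 and 7.01 in *Tas1r3*-/- WD replicates 1 and 2. This is 5.23 ± 1.11 CPM (SD, n = 2) in WT WD and 1.18 ± 0.0728 CPM (SD, n = 2) in *Tas1r3*-/- WD. The log2 fold change was -2.13 (standard error 0.42), with an adjusted p of 0.748 from edgeR's quasi-likelihood test over all genes tested. Adjusted over the list alone, that is, over the genes the paper names for the hypothalamus, edgeR's adjusted p was 0.0348. With each library left out in turn, the log2 fold change of *Tas1r3* stayed between -2.34 and -1.90. The Y-linked genes *Ddx3y*, *Kdm5d*, *Uty* and *Eif2s3y* were counted in all 4 libraries, with at least 54.7 estimated counts each, and the table lists no transcript of *Xist*.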

Principal component analysis revealed that the hypothalamic transcriptome profiles of WD-fed *Tas1r3*^-/-^ mice were distinct from those of WD-fed WT mice (Fig. 3A). 

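Principal components were computed from the log2 CPM (prior count 2) of the 14340 genes, centred for each gene and not scaled. PC1 held 70.1% of the variance, PC2 17.0% and PC3 12.9%. On PC1, WT WD replicate 2 had a score of 63.3, and the other libraries lay close together, with scores of -23.1 in WT WD replicate 1, -22.4 in *Tas1r3*-/- WD replicate 1 and -17.8 in *Tas1r3*-/- WD replicate 2. Against WT WD replicate 1, a list of thalamus genes was higher in WT WD replicate 2 by a median log2 difference of 4.53. A list of hypothalamic neuropeptides was lower there, by a median of -3.54. Comparisons of the genotypes with all 4 libraries can therefore hold a difference in the tissue dissected. On PC2, the *Tas1r3*-/- WD libraries had scores of 14.1 and 16.1, above the WT WD libraries at -29.0 and -1.11. The root mean square log2 difference over genes was 0.759 between the WT WD replicates and 0.373 between the *Tas1r3*-/- WD replicates. Between WT WD replicate 1 and *Tas1r3*-/- WD replicate 1 it was 0.411, which is less than the spread between the WT WD replicates. PC1 held 51.0% of the variance when genes were scaled to unit variance, the alternative that moved it most among those with all 4 libraries. Without WT WD replicate 2, it held 56.8%. No test was made of the separation.

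**Figure D1:**
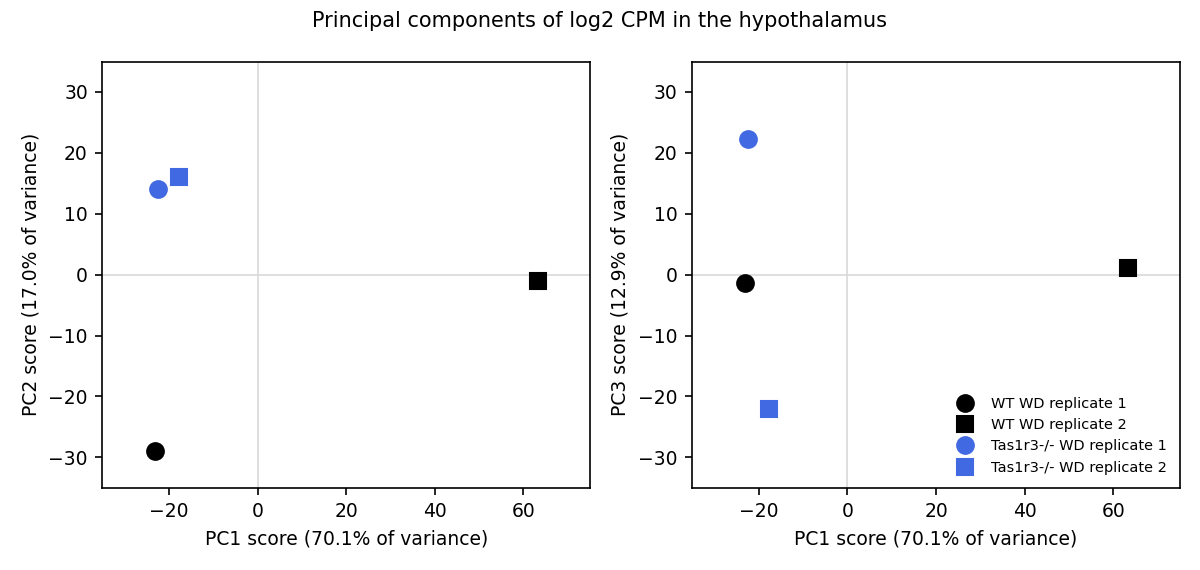
Scores of the 4 libraries on PC1 against PC2 (left) and PC1 against PC3 (right), without units, with the share of variance of each component on its axis. Black marks are WT WD and blue marks are Tas1r3-/- WD libraries, circles replicate 1 and squares replicate 2. WT WD replicate 2 stands at 63.3 on PC1 and the other libraries between -23.1 and -17.8.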

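Gene expression in the 2 *Tas1r3*-/- WD libraries was compared with that in the 2 WT WD libraries by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of the 14340 genes tested, 0 had both an adjusted p under 0.05 and a fold change of at least 1.5, the rule for differentially expressed genes (DEGs), and the smallest adjusted p was 0.748. At an unadjusted p under 0.05 there were 786 genes, where chance gives about 717, and 371 of the 786 also changed at least 1.5-fold, 224 of them higher and 147 lower in *Tas1r3*-/- WD. Both *Tas1r3*-/- WD libraries lay above both WT WD libraries for 2957 genes and below them for 2722 genes. Together these are 39.6% of the genes, where chance gives 33.3%. The common biological coefficient of variation was 0.227. In counts simulated at the trend of dispersion on abundance in these libraries, the same test recovered 58.5% of 200 changed genes among 14169 tested. The changed genes were drawn above a minimum abundance, and no simulated library stood apart as WT WD replicate 2 does. The share recovered is therefore not the power of the test in these libraries, and 0 DEGs does not show that few genes differ.

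The alternative that moved the count of DEGs most among those set before the data were examined was DESeq2, with 8 DEGs. It called *Fosl2*, *Cptp*, *Zbtb16*, *Cdkn1a*, *Fosb*, *Tnfrsf8* and *Egr3* higher and *Eno1b* lower in *Tas1r3*-/- WD. The largest of DESeq2's adjusted p for these genes was 0.00261, for *Egr3*, and the smallest was 7.43e-07, for *Fosl2*. They are named because the count is small, after their values were seen. Estimated counts of *Eno1b* can share reads with *Eno1*, a near-identical copy, so its value is uncertain. With 1 library left out, the log2 fold change kept its direction in 72.7% of genes without WT WD replicate 2, and in 85.5% to 88.3% without another library.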

We found that 1,432 genes were expressed significantly differently, with 762 upregulated genes and 670 downregulated genes (with a fold change greater than 1.5 or less than -1.5, and a false discovery rate (FDR) <0.05, which were selected as baseline differentially expressed genes (DEGs) in WD-fed *Tas1r3*^-/-^ mice compared to WD-fed WT mice (Fig. 3B).

**Fig. 3:**
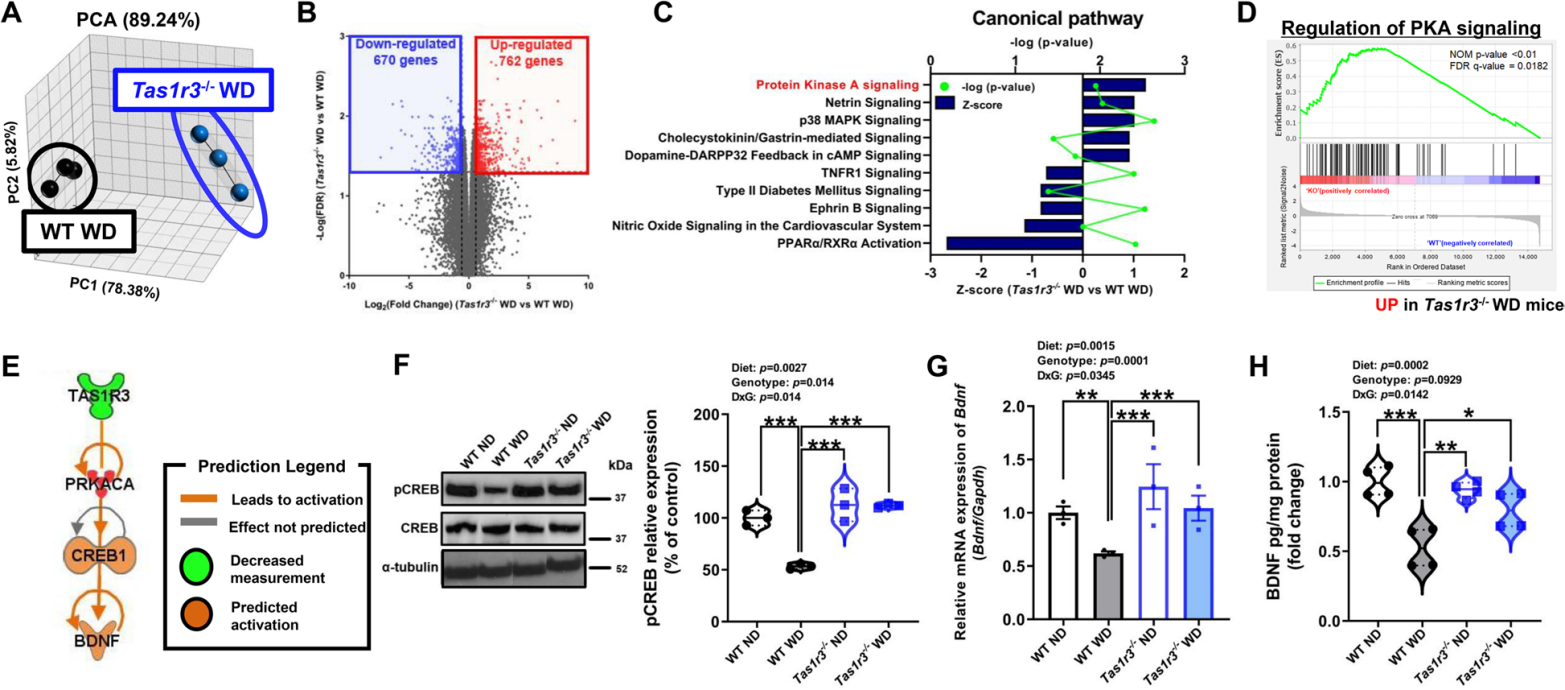
*Tas1r3* deficiency largely alters gene expression in the hypothalamus of WD-fed mice. **A** 3-D view of principal component analysis of the WD-fed *Tas1r3*^−/−^ group versus the WD-fed WT group. Groups are represented by different colors, and dots show individual strains. Black spots represent the WT WD group and blue spots represent the *Tas1r3*^−/−^ WD group. *n* = 3 mice/group. **B** Volcano plot of all DEGs between the WT WD group and the *Tas1r3*^−/−^ WD group. Red dots indicate high relative expression of genes (n = 762), and blue dots indicate low relative expression of genes (n = 670). Unpaired two-tailed Student *t-*test: Thresholds of FDR < 0.05 and 1.5-fold change restriction analysis. **C** Canonical pathway significantly detected in WD-fed *Tas1r3*^−/−^ mice compared to WD-fed WT mice: Right-tailed Fisher’s exact test in IPA. Dots represent –log(p-value) and bars represent Z-score. **D** GSEA related to PKA signaling; genes were ordered by expression fold-changes upon *Tas1r3* deficiency in descending order from left to right. DEGs belonging to the enriched hallmark gene sets identified by GSEA. **E** Transcriptional regulator predicted to regulate DEGs. **F** (Left) Western blot analysis of phosphorylated CREB protein and CREB protein levels in hypothalamus of WT and *Tas1r3*^−/−^ mice fed ND or WD for 12 weeks. (Right) Quantification of the total phosphorylated CREB protein levels in hypothalamus of mice. Two-way ANOVA followed by Tukey’s multiple comparison test: ***p < 0.001. *n* = 3 mice/group. **G** qPCR validation of *Bdnf* mRNA expression*.* Two-way ANOVA followed by Tukey’s multiple comparison test: **p < 0.01, ***p < 0.001. *n* = 3 mice/group. **H** BDNF protein levels in hypothalamus lysates from WT and *Tas1r3*^−/−^ mice fed ND or WD for 12 weeks. Two-way ANOVA followed by Tukey’s multiple comparison test: *p < 0.05, **p < 0.01, ***p < 0.001. *n* = 4 mice/group. All values are presented as mean ± SEM. ANOVA, analysis of variance; BDNF, brain-derived neurotrophic factor; CREB, cAMP response element-binding protein; DEGs, differentially expressed genes; FDR, false discovery rate; GSEA, gene set enrichment analysis; IPA, ingenuity pathway analysis; ND, normal diet; PKA, protein kinas A; WD, western diet; WT, wild-type

Next, we investigated the implicit mechanism of WD-induced anxiety prevented by *Tas1r3* deficiency by confirming the top significant canonical pathways by IPA (ingenuity pathway analysis). Protein kinase A (PKA) signaling was the most activated pathway in WD-fed *Tas1r3*^-/-^ mice compared to WD-fed WT mice (*p* = 0.01122; Fig. 3C). Furthermore, gene set enrichment analysis (GSEA) showed that the regulation of PKA signaling was significantly upregulated in WD-fed *Tas1r3*^-/-^ mice compared to WD-fed WT mice (nominal *p* value < 0.01; Fig. 3D).

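The members of the pathway tested by IPA are not listed in the paper's text. A list of 38 genes was written before the data were examined, with the catalytic and regulatory subunits of PKA, its inhibitors and anchoring proteins, adenylyl cyclases and Pde4 phosphodiesterases. Of its members, 33 had enough counts to be tested, and 25 of these had a higher mean in *Tas1r3*-/- WD. Both *Tas1r3*-/- WD libraries lay above both WT WD libraries for 12 members and below them for 2. The median log2 fold change was 0.11. Tested as a set by camera in limma, the list had an unadjusted p of 0.025 and an adjusted p of 0.0587 over 7 gene sets. The adjusted p ranged from 0.0515 to 0.326 over the alternatives, the highest with fry, another set test of limma, and the trend of log2 CPM on transcript length removed from each library. Without WT WD replicate 1 the median was 0.19, and without WT WD replicate 2 it was 0.08.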

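Which gene set entered the GSEA is not spelled out in the paper's text, so 2 Reactome sets were tested in the same way. The set of PKA activation had 15 members tested, of which 13 had a higher mean in *Tas1r3*-/- WD, with a camera (limma) adjusted p of 0.0920. The set of PKA-mediated phosphorylation of CREB had 16 members tested, of which 14 had a higher mean in *Tas1r3*-/- WD. Its median log2 fold change was 0.15, which became 0.26 without WT WD replicate 1 and 0.07 without WT WD replicate 2. Its adjusted p was equal to that of the PKA gene list. *Prkaca* (ENSMUSG00000005469), which encodes the catalytic subunit alpha of PKA, lies on chromosome 8 of GRCm39 from 84699575 to 84723091. It was at 364 ± 19.4 CPM (SD, n = 2) in WT WD and 368 ± 9.38 CPM (SD, n = 2) in *Tas1r3*-/- WD. Its log2 fold change of 0.02 (standard error 0.12, edgeR adjusted p = 0.978) was within the spread between replicates, and it ranged from -0.04 to 0.07 with each library left out in turn.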

IPA predicted the activation of CREB (cAMP response element-binding protein) (Fig. 3E), a key downstream target of the PKA signaling cascade, and we confirmed that the phosphorylated CREB protein level was significantly lower in WD-fed WT mice than both ND-fed WT mice and WD-fed *Tas1r3*^-/-^ mice (Fig. 3F). In addition, WD intake decreased *Bdnf* mRNA expression level in WT mice, whereas WD-fed *Tas1r3*^-/-^ mice didn’t show decreased *Bdnf* expression (Fig. 3G). 

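A list of 25 CREB target genes was written before the data were examined. It includes *Arc*, *Egr1*, *Vegfa* and *Bdnf*, which the paper names for the hypothalamus of WD-fed *Tas1r3*-/- mice. Of its members, 24 were tested, of which 18 had a higher mean in *Tas1r3*-/- WD. Both *Tas1r3*-/- WD libraries lay above both WT WD libraries for 12 of them and below for 1. The median log2 fold change was 0.33, and the camera (limma) adjusted p was 2.34e-05. Among the 7 gene sets this was the only one with a camera adjusted p under 0.05. Under fry, a rotation test in limma that estimates the correlation between genes, its adjusted p was 0.0679, and none of the 7 sets was under 0.05. Without the genes the paper names, camera's adjusted p was 3.52e-04. The list shares 13 genes with a list of immediate early genes, and for the 12 tested members outside that list camera's adjusted p was 0.0587 and fry's was 0.132. With each library left out in turn, the median of the whole list stayed between 0.26 and 0.41. Adjusted over the list alone, 5 genes had an edgeR adjusted p under 0.05, against 0 over all genes tested.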

To validate whether differences in the transcript levels of BDNF regulated by *Tas1r3* deficiency, an enzyme-linked immunosorbent assay (ELISA) was conducted. Consistently, the level of hypothalamic BDNF protein was also decreased by WD in WT mice, but not in WD-fed *Tas1r3*^-/-^ mice (Fig. 3H).

CREB and CREB-mediated downstream molecules have been reported to enhance neurogenesis and suppress neuronal cell death [32]. Thus, these results highlight that *Tas1r3* deficiency alters CREB/BDNF signaling in the hypothalamus of WD-fed mice, thereby preventing the pathogenesis of WD-induced anxiety.

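In the RNA sequencing, *Bdnf* (ENSMUSG00000048482, chromosome 2 of GRCm39, 109505045 to 109557475) was at 20.6 ± 2.13 CPM (SD, n = 2) in WT WD and 22.2 ± 2.91 CPM (SD, n = 2) in *Tas1r3*-/- WD. The libraries of the groups overlapped, with 19.1 and 22.1 CPM in WT WD and 20.1 and 24.2 CPM in *Tas1r3*-/- WD. The log2 fold change was 0.10 (standard error 0.19, edgeR adjusted p = 0.891), and it was -0.04 without *Tas1r3*-/- WD replicate 2, 0.00285 without WT WD replicate 1, 0.21 without WT WD replicate 2 and 0.23 without *Tas1r3*-/- WD replicate 1. *Creb1* (ENSMUSG00000025958, chromosome 1, 64571731 to 64643707) was at 34.1 ± 2.56 CPM (SD, n = 2) in WT WD and 45.0 ± 5.40 CPM (SD, n = 2) in *Tas1r3*-/- WD. Both *Tas1r3*-/- WD libraries were higher than both WT WD libraries, with a log2 fold change of 0.40 (standard error 0.16, edgeR adjusted p = 0.748). It stayed between 0.27 and 0.51 with each library left out in turn. From the predicted activation of CREB, the phosphorylated CREB protein and the BDNF measurements, the paper concludes that CREB/BDNF signaling in the hypothalamus of WD-fed mice is altered by *Tas1r3* deficiency.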

### Hypothalamic neurogenesis was maintained in WD-fed *Tas1r3*^*-/-*^ mice compared with WD-fed WT mice

To identify the functional annotation of DEGs affected by *Tas1r3*, we categorized these genes based on their relevance to disease and biological functions and tested their Z-scores using IPA. Disease and function analysis revealed that the most increased functions in WD-fed *Tas1r3*^-/-^ mice compared to WD-fed WT mice included the development of neurons (*p* = 1.06E-10), morphogenesis of nervous tissue (*p* = 3.8E-11), and neuritogenesis (*p* = 7.65E-11), whereas the most decreased functions were perinatal death (*p* = 1.07E-05), cell death of embryonic cells (*p* = 5.21E-05), morbidity or mortality (*p* = 1.43E-16) in WD-fed *Tas1r3*^-/-^ mice compared to WD-fed WT mice (Fig. 4A). Furthermore, GSEA confirmed that neurogenesis was significantly upregulated in WD-fed *Tas1r3*^-/-^ mice compared with WD-fed WT mice (nominal *p* value < 0.01; Fig. 4B).

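The gene lists behind the IPA functions are not given in the paper's text, and the Reactome sets of axon guidance and of apoptosis were tested in their place. The axon guidance set had 266 members tested, of which 143 had a higher and 123 a lower mean in *Tas1r3*-/- WD. Its median log2 fold change was 0.03, with a camera (limma) adjusted p of 0.320. Without *Tas1r3*-/- WD replicate 1 the median was -7.23e-04, so its direction rests on that library, and it was 0.0147 without WT WD replicate 1 and 0.0533 without WT WD replicate 2. The apoptosis set had 130 members tested, of which 59 had a higher and 71 a lower mean in *Tas1r3*-/- WD. Its median log2 fold change was -0.05, and the camera (limma) adjusted p was 0.352. This median was -0.01 without *Tas1r3*-/- WD replicate 1, -0.03 without WT WD replicate 2 and -0.09 without *Tas1r3*-/- WD replicate 2. The adjusted p over the alternatives ranged from 0.167 to 0.962 for axon guidance and from 0.262 to 0.954 for apoptosis. Axon guidance leaned downward, with an adjusted p of 0.538, with fry and the trend on transcript length removed.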

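A list of 30 neurogenesis genes was written before the data were examined, because the gene set of the GSEA is not spelled out in the paper's text. Of its members, 27 were tested, of which 12 had a higher and 15 a lower mean in *Tas1r3*-/- WD. The median log2 fold change was -0.09, which became 0.01 without WT WD replicate 2 and -0.17 without *Tas1r3*-/- WD replicate 2. By camera in limma the list leaned upward, with an adjusted p of 0.917. With fry it also leaned upward, with an adjusted p of 0.132, the lowest among the alternatives. By camera it leaned downward with an adjusted p of 0.453 without *Dcx*, *Map2* and *Sox11*, which the paper names. It also did so, with an adjusted p of 0.995, when genes needed at least 10 counts in every library.

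*Dcx* (ENSMUSG00000031285, chromosome X of GRCm39, 142638838 to 142716307), the neuroblast marker, was at 16.4 ± 3.34 CPM (SD, n = 2) in WT WD and 21.2 ± 0.942 CPM (SD, n = 2) in *Tas1r3*-/- WD. For *Dcx* the log2 fold change was 0.37 (standard error 0.21, edgeR adjusted p = 0.748), and it was 0.18 without WT WD replicate 2 and 0.60 without WT WD replicate 1. *Map2* (ENSMUSG00000015222, chromosome 1, 66214327 to 66481746) was at 861 ± 295 CPM (SD, n = 2) in WT WD and 1287 ± 12.2 CPM (SD, n = 2) in *Tas1r3*-/- WD. The log2 fold change of 0.58 (standard error 0.27) became 0.27 without WT WD replicate 2 and 0.98 without WT WD replicate 1. *Sox11* (ENSMUSG00000063632, chromosome 12, 27384263 to 27392573) was at 16.5 ± 3.58 CPM (SD, n = 2) in WT WD and 24.5 ± 0.859 CPM (SD, n = 2) in *Tas1r3*-/- WD. *Sox11* had a log2 fold change of 0.56 (standard error 0.22), which became 0.36 without WT WD replicate 2. For these 3 genes both *Tas1r3*-/- WD libraries were higher than both WT WD libraries, and the edgeR adjusted p was equal to that of *Dcx*.

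**Figure D2:**
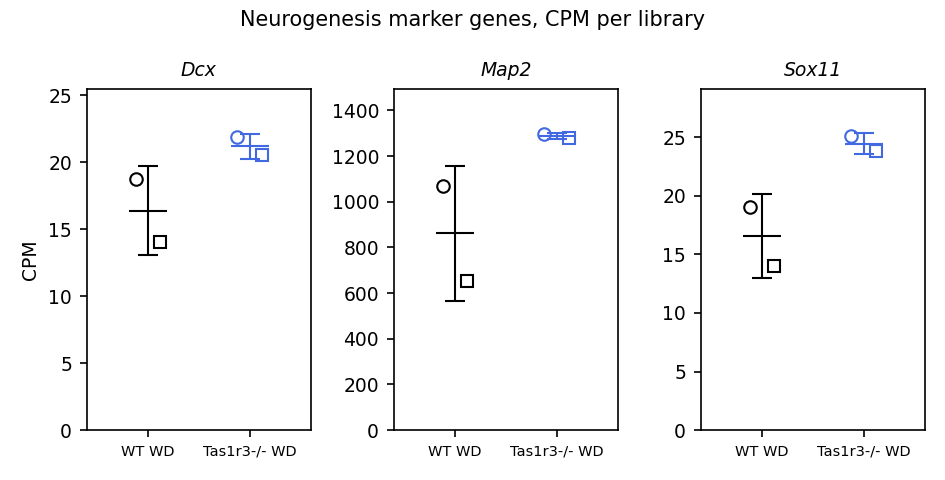
CPM of *Dcx*, *Map2* and *Sox11* in each library (circles replicate 1, squares replicate 2), with the mean and SD of each group as a line and bars. The Tas1r3-/- WD libraries (blue) lie close together, and the WT WD libraries (black) lie farther apart, as *Map2* at 1070 and 653 CPM.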

**Fig. 4:**
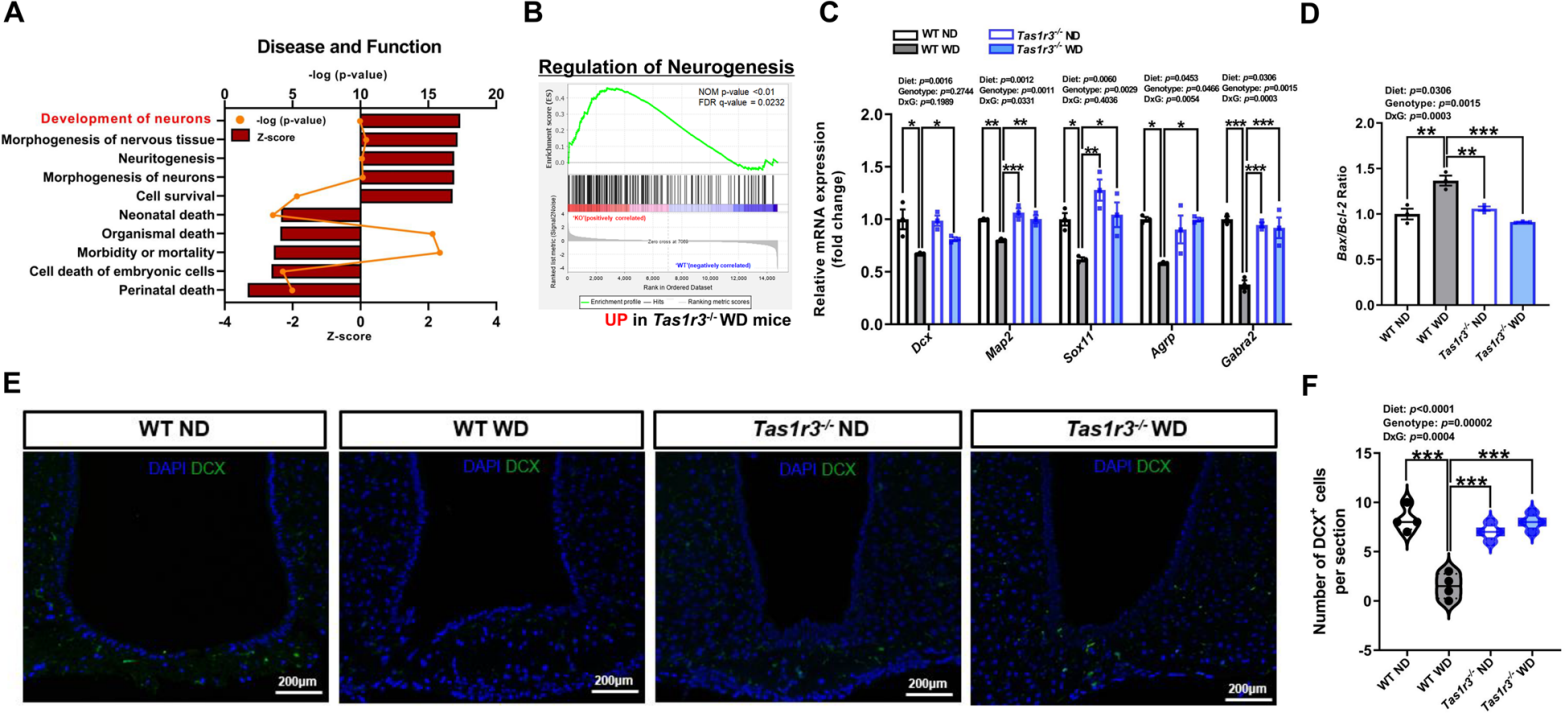
WD-fed *Tas1r3*^−/−^ mice displayed maintained hypothalamic neurogenesis compared to WD-fed WT mice. **A** Significantly detected disease and function in WD-fed *Tas1r3*^−/−^ mice compared to WD-fed WT mice. Right-tailed Fisher’s exact test in IPA. Dots represent –log(p-value) and bars represent Z-score for each disease and function annotated. **B** GSEA related to neurogenesis. **C** qPCR validation of mRNA expression of neuronal progenitor cell markers and hypothalamus-related neuronal cell markers of the hypothalamus. Two-way ANOVA followed by Tukey’s multiple comparison test: *p < 0.05, **p < 0.01, and ***p < 0.001. *n* = 3 mice/group. **D** qPCR validation of *Bax* to *Bcl-2* mRNA expression ratio*.* Two-way ANOVA followed by Tukey’s multiple comparison test: **p < 0.01, ***p < 0.001. *n* = 3 mice/group. **E** DCX staining of regions of the hypothalamus in each group. **F** The number of DCX-positive cells per field in regions of the hypothalamus. Two-way ANOVA followed by Tukey’s multiple comparison test: ***p < 0.001. *n* = 2 slices from 2 mice/group. All data are presented as mean ± SEM. ANOVA, analysis of variance; GSEA, gene set enrichment analysis; IPA, ingenuity pathway analysis; ND, normal diet; WD, western diet; WT, wild-type

Expectedly, qPCR validation revealed that the transcript levels of *Dcx*, the neuroblast marker, and *Map2*, the mature neuron marker, were markedly decreased in WD-fed WT mice compared to that in ND-fed WT mice. Furthermore, *Agrp* expressed in functional neurons differentiated from hypothalamic neuronal precursor cells and *Gabra2*, a GABAergic neuron marker, were found to be significantly lower than both ND-fed WT mice and WD-fed *Tas1r3*^-/-^ mice (Fig. 4C). In addition, the ratio of *Bax* to *Bcl2*, a marker of cell susceptibility to apoptosis, was significantly increased in WD-fed WT mice relative to ND-fed WT mice whereas it remained significantly decreased in WD-fed *Tas1r3*^-/-^ mice (Fig. 4D).

Nissl bodies are discrete granular structures in neurons that are generally stained to visualize the neurons in the brain. To investigate the quantity of intact neurons in the hypothalamus of mice fed WD, Nissl staining was conducted, and the percentage of intact neurons in selected areas was measured using ImageJ software. We observed a marked decrease in the percentage of intact neuronal cells in hypothalamus sections from WD-fed WT mice compared to both ND-fed WT mice and WD-fed *Tas1r3*^-/-^ mice (see Additional file 1: Fig. S3A-B). Furthermore, the number of DCX-immunopositive cells in WD-fed *Tas1r3*^-/-^ mice was similar to that in ND-fed WT, whereas it decreased in WD-fed WT mice compared to that in ND-fed WT mice (Fig. 4E-F).

These results suggest that *Tas1r3* deficiency alleviates the WD-induced suppression of neurogenesis in the hypothalamus.

### *Tas1r3* knockdown prevented WD-induced suppression of CREB/BDNF signaling in the adult hypothalamic neuronal cell line

Since we used conventional knockout mice, we investigated whether *Tas1r3* directly modulated CREB/BDNF signaling in hypothalamic neurons. We transfected the hypothalamic neuronal cell line, mHypoA-2/12 cells with siRNA targeting *Tas1r3* and treated the cell culture media containing 10mM fructose, 10mM glucose, and 10μM palmitate (a major component of dietary fat) to create WD conditions for the cell line (Fig. 5A). We found that *Tas1r3* mRNA expression was significantly suppressed by siRNA compared to the control. Furthermore, we confirmed that the WD condition significantly increased *Tas1r3* expression (Fig. 5B). The knockdown of *Tas1r3* significantly prevented the decrease in the mRNA expression of *Prkaca*, *Creb1,* and *Bdnf* induced by the WD condition (Fig. 5C-E). ELISA-based quantification of BDNF protein released into the supernatant validated the changes in the transcript levels of *Bdnf* by *Tas1r3* knockdown (Fig. 5F). Furthermore, cell viability calculated at 12 hr after ND- or WD-conditioned treatment, both groups conditioned with WD showed lower cell viability compared to controls. However, decrease in viability at 24 hr was not observed in the WD-conditioned *Tas1r3* siRNA group, whereas WD-conditioned control siRNA group showed significantly lower viability compared to both the control and WD-conditioned *Tas1r3* siRNA group (Fig. 5G). As expected, the *Tas1r3* knockdown ameliorated suppressed expression of *Dcx* and *Map2* by WD conditioned media (Fig. 5H-I).

**Fig. 5:**
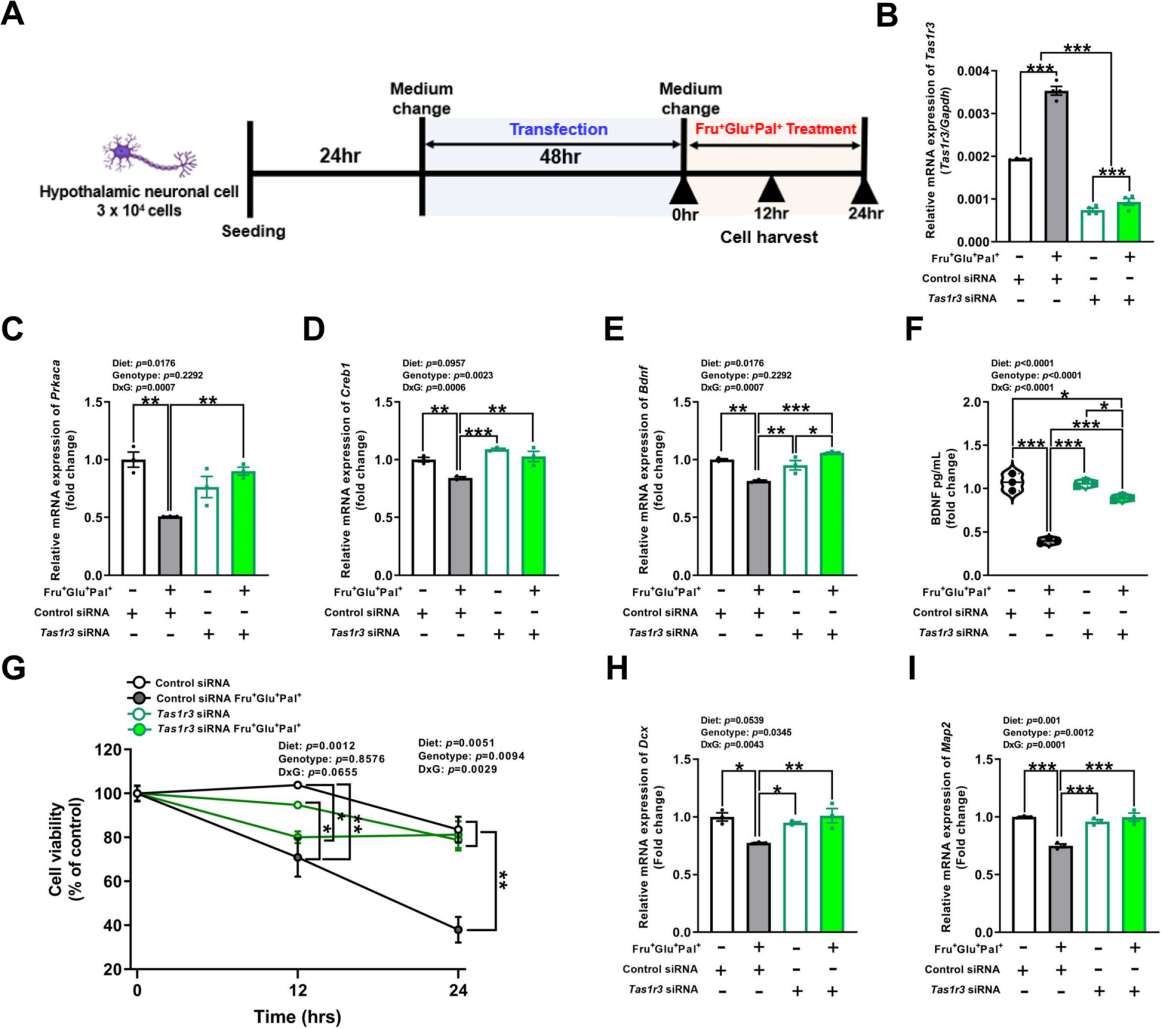
*Tas1r3* knockdown alleviates high glucose, fructose and palmitate-induced suppression of CREB/BDNF signaling in hypothalamic neuronal cell. **A** Study design of siRNA knockdown in hypothalamic neuronal cell line mHypoA-2/12. **B** Evaluation of siRNA-mediated *Tas1r3* mRNA suppression in a cultured adult hypothalamic neuronal cell line after 48 h of transfection. Two-way ANOVA followed by Tukey’s multiple comparison test: ***p < 0.001. *n* = 4/group. **C-E** mHypoA-2/12 cells were transfected with *Tas1r3* siRNA or scrambled control siRNA for 48 h and stimulated with or without fructose (10 mM), glucose (10 mM), and palmitate (10 μM) for 24 h. Relative mRNA expression of *Prkaca*, *Creb1*, and *Bdnf.* Two-way ANOVA followed by Tukey’s multiple comparison test: *p < 0.05, **p < 0.01, and ***p < 0.001. *n* = 3/group. **F** Protein levels of BDNF released into the supernatant. Two-way ANOVA followed by Tukey’s multiple comparison test: **p < 0.01, ***p < 0.001. *n* = 3/group. **G** mHypoA-2/12 cell viability at 0, 12, and 24 h. Two-way ANOVA followed by Tukey’s multiple comparison test: *p < 0.05, **p < 0.01. *n* = 3/group. **H,I** Relative mRNA expression of *Map2* and *Dcx*. Two-way ANOVA followed by Tukey’s multiple comparison test: *p < 0.05, **p < 0.01, and ***p < 0.001.* n* = 3/group. All data are presented as mean ± SEM. ANOVA, analysis of variance; BDNF, brain-derived neurotrophic factor; CREB, cAMP response element-binding protein

## Discussion

We demonstrated that prolonged WD consumption can exacerbate anxiety in male mice, independent of weight gain, as reported in previous studies [33–35]. Furthermore, TAS1R3 modulates CREB-mediated neuronal regeneration in WD-fed mice. Ultimately, we displayed that TAS1R3 is a key regulator of nutritional stimulus-induced anxiety by altering hypothalamic function.

Obesity, which is caused by long-term high-calorie consumption, can increase anxiety through insulin or leptin resistance, systemic inflammation, and hormonal dysregulation [36]. TAS1R3, which is expressed in metabolic tissues such as adipocytes and pancreatic β cells, has been reported to regulate metabolism [37, 38]. Studies on mice with genetic ablation of TAS1R3 revealed differences in weight gain compared to WT mice [39, 40]. Here, in our *in vivo* model, WD-fed *Tasr3*^*-/-*^ mice also showed less weight gain compared to WD-fed WT mice. However, we confirmed that the anxiety levels of mice were independent of their body weights by linear regression analysis and ANCOVA. These results suggest that molecular mechanisms in the brain, not weight gain, may be involved in the alterations of anxiety-related phenotypes caused by *Tas1r3* deficiency.

Regarding TAS1R3 and brain functions, only behavioral dysfunction by hippocampal neurodegeneration in *Tas1r3* deficient mice fed a normal chow diet have previously been reported [41]. In contrast, in our model, in which *Tas1r3* deficient mice were fed WD for 12 weeks, *Tas1r3* deficiency-mediated neuroprotective effects in the hypothalamus of WD-fed mice reduced WD-induced immobility and anxiety-like behaviors, but there were no behavioral changes in ND-fed mice. Unlike the hypothalamus, the WD condition did not alter *Tas1r3* mRNA expression levels in the hippocampus and hippocampal neuronal cell line (see Additional file 1: Fig.S5A-B). Furthermore, there was no significant difference in *Prkaca*, *Creb1* and *Bdnf* mRNA expression in hippocampus and hippocampal neuronal cell line between groups (see Additional file 1: Fig. S5C-D). These results suggest that TAS1R3 may have different regulatory activities, depending on the brain region and nutritional status.

The molecular mechanisms by which TAS1R3 regulates anxiety remain unclear. Hence, we performed transcriptomic analysis of the hypothalamus of WD-fed WT and *Tas1r3*^-/-^ mice. PKA signaling was identified as the main pathway that was increased in WD-fed *Tas1r3*^-/-^ mice compared to WD-fed WT mice. The hypothalamus is characterized as the center of integration of peripheral nutrient-related signals, such as circulating adiposity hormones, gastric hormones, and nutrients [42]. Particularly, the median eminence of the hypothalamus is in contact with fenestrated capillaries, providing privileged access to nutritional signals carried by the blood stream [25]. Furthermore, the PKA signaling cascade in the hypothalamus can be reportedly activated by nutritional signals, such as fasting state, or suppressed by a hypercaloric diet by G-protein coupled receptor-mediated mechanisms signaling [27, 43], suggesting a potential mechanism by which interruption of nutrient sensing by TAS1R3 prevents WD-induced suppression of PKA.

In the brain, the interplay between the transcriptional controller CREB, a key downstream target of PKA, and neurotrophic ligands such as brain-derived neurotrophic factor (BDNF) is crucial for synaptic plasticity and neuronal development [44, 45]. 

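Among CREB-mediated genes in the RNA sequencing, *Egr1* (ENSMUSG00000038418, chromosome 18 of GRCm39, 34992876 to 34998049) was at 76.5 ± 2.02 CPM (SD, n = 2) in WT WD and 136.5 ± 8.92 CPM (SD, n = 2) in *Tas1r3*-/- WD. Its log2 fold change was 0.83 (standard error 0.12), with an edgeR adjusted p of 0.748 over all genes tested and 0.0197 adjusted over the list alone of genes the paper names. With each library left out in turn, it stayed between 0.76 and 0.90. *Arc* (ENSMUSG00000022602, chromosome 15, 74540932 to 74544419) was at 21.1 ± 3.07 CPM (SD, n = 2) in WT WD and 29.4 ± 5.38 CPM (SD, n = 2) in *Tas1r3*-/- WD. *Arc* had a log2 fold change of 0.48 (standard error 0.22), with an edgeR adjusted p of 0.180 over the list alone, and of 0.27 without *Tas1r3*-/- WD replicate 2. *Vegfa* (ENSMUSG00000023951, chromosome 17, 46327919 to 46343309) was at 108 ± 4.38 CPM (SD, n = 2) in WT WD and 120 ± 0.0883 CPM (SD, n = 2) in *Tas1r3*-/- WD. For *Vegfa* the log2 fold change was 0.16 (standard error 0.12), with an edgeR adjusted p of 0.366 over the list alone. For these 3 genes both *Tas1r3*-/- WD libraries were higher than both WT WD libraries, whereas the groups overlapped for *Bdnf*. The paper named the genes of the list for the hypothalamus, and their choice may rest in part on these libraries. Adjustment over the list alone is therefore not independent evidence.

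**Figure D3:**
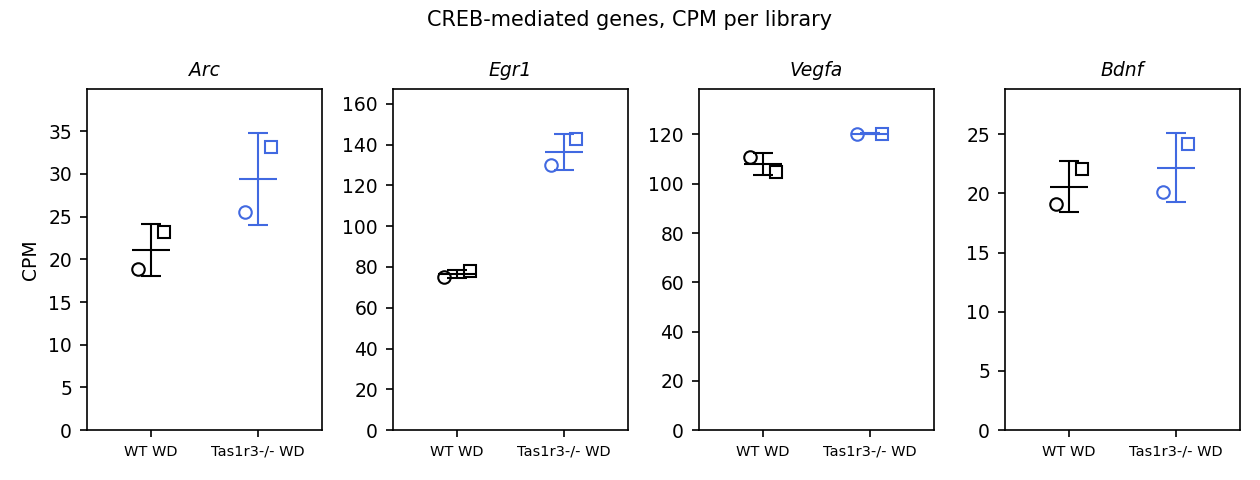
CPM of *Arc*, *Egr1*, *Vegfa* and *Bdnf* in each library (circles replicate 1, squares replicate 2), with the mean and SD of each group as a line and bars. For *Egr1*, the Tas1r3-/- WD libraries (blue), at 130 and 143 CPM, lie above both WT WD libraries (black).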

Compared to WD-fed WT mice, the hypothalamus of WD-fed *Tas1r3*^-/-^ mice showed significant increases in the phosphorylated CREB protein and CREB-mediated genes such as *Arc, Erg1, Vegfa,* and *Bdnf.* CREB is activated by multiple signaling pathways during synaptic strengthening, plasticity, and neurogenesis, which are related to brain function [46, 47]. Furthermore, BDNF levels were found to be lower in people with anxiety disorders [48] and hypothalamic gene transfer of BDNF reduced anxiety-like behaviors in rodents [49, 50]. BDNF can also induce hypothalamic neurogenesis, which can affect diverse functions of the hypothalamus [51].

Although hippocampal neurogenesis has received the most attention [52], evidence of hypothalamic neurogenesis and its importance in biological functions has recently been reported [53]. Here, we found that neuronal development was the most activated biological function in WD-fed *Tas1r3*^-/-^ mice compared to WT mice. Furthermore, chronic consumption of a high-calorie diet suppressed neuronal turnover in the arcuate nucleus by increasing apoptosis of newborn neurons [54]. We found that the ratio of *Bax* to *Bcl2* (a marker of cell susceptibility to apoptosis) [55], was significantly decreased in WD-fed *Tas1r3*^-/-^ mice, suggesting that *Tas1r3* deficiency may increase resistance to WD-induced neuronal death. Anxiety is affected by hypothalamic neurogenesis by modulating the differentiation of anxiolytic neurons [56]. Neuronal stem cells in the hypothalamus differentiate into functional neurons that express the neuropeptides AgRP and POMC, which are involved in feeding regulation [57]. Interestingly, we confirmed that the mRNA expression level of *Agrp* was increased in WD-fed *Tas1r3*^-/-^ mice compared to WD-fed WT mice. AgRP neurons have been reported to modulate fasting-induced anxiolytic effects [58], suggesting that decreased AgRP-expressing neurons in WD-fed WT mice might increase anxiety-like phenotypes. Moreover, *Gabra2*, a GABAergic neuron marker, was significantly increased in WD-fed *Tas1r3*^-/-^ mice compared to WT mice. The GABA_A_α2 subunit (the *Gabra2* gene) plays an important role in the regulation of anxiety being modulated by benzodiazepines, barbiturates, and ethanol [59, 60]. These results indicate that enhanced hypothalamic neurogenesis in WD-fed *Tas1r3*^-/-^ mice compared to WD-fed WT mice may lead to the regeneration of anxiety-regulating neurons.

To the best of our knowledge, this is the first report to identify a key regulator of neuronal function in the hypothalamus during stress induced by diet, one of the key environmental factors in our lives. The findings from our rodent model confirmed that *Tas1r3* deficiency prevents WD-induced neuronal loss and anxiety. However, despite the genetic similarity, further human studies are needed to investigate the association between TAS1R3 expression levels and anxiety status in people consuming Western diets.

## Conclusions

In summary, we demonstrated that *Tas1r3* deficiency maintains neuronal regeneration in the hypothalamus of male mice under dietary stimuli by activating CREB/BDNF signaling, which regulates neuronal plasticity and development. A key finding of our study is that nutrient molecules, rather than peripheral hormones, directly affect neuronal survival and renewal via the nutrient-sensing receptor, TAS1R3. Additionally, TAS1R3 is a GPCR, which is a major therapeutic target for approved drugs [61], suggesting that it could be a novel therapeutic target for diet-induced anxiety. The present study provides the first comprehensive description of the roles of TAS1R3 in the hypothalamus, providing additional evidence of causality between WD and anxiety and revealing the previously unexplained mechanism of WD-induced anxiety.

## Methods

### Mice and diets

WT C57BL/6 (RRID:IMSR_JAX 000664) and Tas1r3tmCSZ (RRID:IMSR_JAX 013066) mice were purchased from Jackson Laboratory (Bar Harbor, ME, USA). Male heterozygous with female heterozygous mice were used to generate *Tas1r3*^-/-^ and littermate WT mice. *Tas1r3*^-/-^ mice were backcrossed with WT C57BL/6 mice for at least seven generations. *Tas1r3*^-/-^ mice weighing 23–25 g and age- and weight-matched WT littermates were housed in a specific pathogen-free animal facility. A high-fat diet (D12492) and matched control diet (D12450J) were purchased from Research Diet Inc. (New Brunswick, NJ, USA). Male WT and *Tas1r3*^-/-^ mice were randomly divided into four groups: (1) WT ND, WT mice received a control diet with plain water ; (2) *Tas1r3*^-/-^ ND, *Tas1r3*^-/-^ mice received a control diet with plain water; (3) WT WD, WT mice received a high-fat diet with 30% (w/v) sucrose solution; and (4) *Tas1r3*^-/-^ WD, *Tas1r3*^-/-^ mice received a high-fat diet with 30% (w/v) sucrose solution. Food and drinks were provided *ad libitum* for 12 weeks. Mice were group-housed with 2–3 mice per cage in the same room to minimize any environmental effects and maintained according to the guidelines of the Seoul National University Animal Experiment Ethics Committee. All experiments were approved by the Institutional Animal Care and Use Committee of Seoul National University (approval number: SNU-181001-2; Seoul, Korea).

### Behavioral assessment

Two cohorts of animals were produced (Additional file 2: Table S1) to conduct behavioral testing. Behavioral tests were conducted to assess locomotor activities and anxiety-like behaviors as detailed below.

#### Open field test

Locomotor activity and anxiety-like behaviors of the mice were assessed using a rectangular chamber (W × L × D = 40 cm × 40 cm × 40 cm). The mice were acclimatized to the room for 1h before the test. The mice were then introduced into the chamber, and all mouse activities were recorded for 10 min. Activity-monitoring software (ANY-Maze, Stoelting Co., Wood Dale, IL, USA) was used to calculate multiple parameters, such as total distance traveled, velocity, and mobility over the duration of the 10-min test. Freezing time in the central 25% of the chamber (center zone) and entries or line crossings to the center zone were measured to quantify anxiety. At the end of each test, the chamber was cleaned using 70% ethanol.

#### Elevated plus maze test

Anxiety-related behaviors were assessed using an EPM. The entire apparatus was 50 cm above the floor and consisted of two open arms (W × L = 5 cm × 30 cm) and two closed arms (W × L = 5 cm × 30 cm) attached to a central platform (W × L = 5 cm × 5 cm). Mice were placed on the center platform of the apparatus facing an open arm, and mouse movements were recorded for 5 min. ANY-Maze software (Stoelting Co., Wood Dale, IL, USA) was used to calculate the time spent in the arms, to quantify anxiety. The time spent in the closed or open arms was divided by the total time spent in the arms. At the end of each test, the apparatus was cleaned using 70% ethanol.

#### Light-Dark box test

Anxiety-related behaviors were assessed using the LDB test. The LDB test was conducted as described previously [41]. A dark chamber (W × L × D = 40 cm × 20 cm × 40 cm) was inserted to the rectangular chamber used in the open field test to perform this test. The LDB was divided into a dark (lux 1) and a light (lux 400) zone and interconnected by an entry (W × L = 7 cm × 7 cm) in the partition wall. Mice were placed on the center of the dark zone and mouse movements were recorded for 10 min. Anxiety was calculated based on the time spent in the light zone using ANY-Maze software (Stoelting Co., Wood Dale, IL, USA). At the end of each test, the chamber was cleaned using 70% ethanol.

#### Novelty-suppressed feeding test

To assess anxiety behavior, NSF test was conducted. Food was removed at 24 hr before testing, although water was available *ad libitum*. For testing, mice were placed in an open field (W × L × D = 50 cm × 50 cm × 20 cm) that contained a food pellet on a circular filter paper (10 cm in diameter) in the center of the apparatus. Mice were monitored for 5min and the latency to approach the food pellet was measured to quantify anxiety.

### RNA isolation and gene expression profiling by RNA-seq

After 12 weeks of diet induction, all mice were anesthetized and euthanized by intraperitoneal injection of 20% urethane. Tissue samples from the hypothalamus stored at -80 °C were homogenized using TissueLyser II (QIACEN, Crawley, UK), and total RNA was extracted and purified using a DNA-free RNA isolation kit (RNAqueous-4PCR kit; Ambion, Austin, TX, USA), according to the manufacturer’s instructions. Before RNA sequencing, the quality and concentration of extracted total RNA was confirmed using an Agilent 2100 Bioanalyzer (Agilent Technologies, Palo Alto, CA, USA). Out of the samples with an RNA integrity number greater than 8 were randomly selected for sequencing. *n* = 3 mice/group.

### Bioinformatic analysis of Next-Generation RNA-seq

Raw RNA-seq reads were divided into individual samples based on their barcodes, and quality was controlled using the FASTQC tool as previously described [62]. The reads were analyzed using Partek Flow software (Parteck, St. Louis, MO, USA; http://www.partek.com/partekgs). Briefly, the reads were annotated to the Genome Reference Consortium Mouse Build 39 (mm39) using the STAR method. Quantification was conducted using RefSeq release 93. Differential expression analysis was performed using the R package DESeq2. Genes showing an absolute 1.5-fold-change and FDR <0.05 were used as DEGs. DEGs were subjected to ingenuity pathway analysis using ingenuity pathway analysis (IPA) software (www.ingenuity.com). The statistical significance of the enrichment of specific pathways among the DEGs was investigated using Fisher’s exact test. Our RNA-seq data have been submitted to the Gene Expression Omnibus (accession number GSE216063).

### Protein extraction and western blotting

Hypothalamus isolated from mice was transferred to 300μl Tissue Extraction Reagent 1 (Cat# FNN0071; Invitrogen) with 3μl protease inhibitor (Cat# P-2714; Sigma-Aldrich, St. Louis, MO, USA) and homogenized. Pierce BCA Protein Assay Kit (Cat# 23227; Thermo Fisher Scientific) was used to determine the conentration of protein samples. Each protein lysate (20μg) was run on sodium dodecyl sulfate polyacrylamide gel electrophoresis gel, transferred to a polyvinylidene fluoride membrane, blocked for 1 h at 24 °C with 5% fat-free milk in Tris-buffered saline containing 0.1% Tween 20, and incubated with monoclonal rabbit anti-CREB (1:500) (Cat# ab32515; Abcam, Cambridge, UK; RRID:AB_2292301), rabbit and anti-phospho-CREB (1:1,000) (Cat# 9198S; Cell Signaling Technology, Danvers, MA, USA; RRID:AB_2561044). Mouse anti-α-tubulin (1:10,000) (Cat# T5168, Sigma-Aldrich, St. Louis, MO, USA; RRID:AB_477579) was used as a control. Horseradish peroxidase-conjugated goat anti-rabbit secondary antibodies (1:5,000) (Cat# 7074S; Cell Signaling Technology, Danvers, MA, USA; RRID:AB_2099233) and goat anti-mouse secondary antibodies (1:10,000) (Cat# G21040; Invitrogen, Carlsbad, CA, USA; RRID:AB_2536527) were used for detection. Enhanced chemiluminescence western blot detection reagents (Amersham Pharmacia Biotech, Piscataway, NJ, USA) were used to detect the target proteins. *n* = 3 mice/group.

### Enzyme-linked immunosorbent assay

BDNF protein expression was quantified using a duo-set ELISA assay (Cat# DY248, R&D systems, Minneapolis, MN, USA) according to the manufacture’s instructions. Briefly, standards and samples diluted with assay buffer were incubated with detection antibody for 2 hrs at room temperature. TMB was used as the substrate to detect the bound detection antibodies. Optical density was measured at 450nm. *n* = 4 mice/group.

### Nissl staining

After the 12^th^ week of diet consumption, transcardial perfusion of the mice was performed with 4% paraformaldehyde for 14-16h fixation. The tissues were processed and embedded in paraffin. A rotary microtome was used to section the hypothalamus. The 4 μm-thick hypothalamic coronal sections were deparaffinized and hydrated using distilled water. Cresyl violet acetate (1.0% aqueous) was applied to the tissue for 5 min and then quickly rinsed in 1 mL of distilled water. After quick dehydration in absolute alcohol, the tissues were cleared in xylene and mounted in synthetic resin. Motic Digital Slide Assistant software v1.0.7.61b (Motic China Group Co., Ltd, NY, USA) was used to analyze the histology of the samples. To count Nissl-stained cells in the hypothalamus, ImageJ software v1.53e (National Institutes of Health, Bethesda, MD, USA) was used. *n* = 4 slices from 2 mice/group.

### Immunohistochemistry

Hypothalamus sections of 4 μm thickness were prepared from paraffin-embedded specimens. To identify newborn neurons (DCX^+^), we conducted dewaxing, antigen retrieval, antibody incubation, staining, and sealing. DCX antigen was retrieved using sodium citrate (pH 6∙0). Sections were incubated 14-16h at 4 °C with the primary antibody anti-DCX (1:200; Cat# ab18723; Abcam). The sections were then incubated with goat anti-rabbit IgG (Cat# A16101, ThermoFisher Scientific, USA). Immunoreactive cells were visualized and captured using a fluorescence microscope (BX53, Olympus, Tokyo, Japan) and digital camera (INFINITY3, Lumenera, Ottawa, Canada) at 200 × magnification. ImageJ software v1.53e (National Institutes of Health, Bethesda, MD, USA) was used for analysis. *n* = 2 slices from 2 mice/group.

### Cell culture

mHypoA-2/12 cells (Cat # CLU177; Cellutions Biosystem Inc., Toronto, Canada) were cultured in 1 × Dulbecco’s modified Eagle’s medium (Cat # LM001-07; WelGENE Inc., Daegu, Korea) supplemented with 10% fetal bovine serum and 1% penicillin/streptomycin at 37 °C with 5% CO_2_.

### In vitro knockdown with siRNA

For the knockdown of *Tas1r3*, 3x10^4^ mHypoA-2/12 cells per well were seeded in a 6-well culture plate approximately 24 hr prior to transfection. After the cells had grown to 50–60% confluency, 40nM of *Tas1r3* siRNA (Bioneer, Daejeon, Korea) and negative control siRNA (Bioneer) complexed with Lipofectamine RNAiMAX® (Invitrogen, ThermoFisher Scientific, USA) were added to each well according to the manufacturer’s instructions and incubated for 48 hr at 37 °C. On the day of the experiments, the transfection medium was removed, and the supernatants were replaced with no glucose medium (Cat # LM001-06, WelGENE) or medium containing 10mM glucose, 10mM fructose and 10μM palmitate. The cells were then incubated for 0, 12, and 24 hr at 37 °C. Following incubation, cell viability at each time point was measured using Countess^TM^ 3 Automated Cell Counters (Invitrogen). Then, the cells were washed with phosphate buffered saline, and RNA was isolated for qPCR. 

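The *Tas1r3* siRNA target listed in Additional file 2, GACAUGGAAUAUGACCUGA, has 19 bases and matches the gene on chromosome 4 of GRCm39 from 155946103 to 155946121, on the minus strand. It lies in the coding sequence within exon 4 of the 6 exons of the transcript ENSMUST00000030949.4, the 1 *Tas1r3* transcript in GENCODE M39, and starts at base 1400 of its 3523 bases. In DNA letters, with 30 bases on each side, the transcript reads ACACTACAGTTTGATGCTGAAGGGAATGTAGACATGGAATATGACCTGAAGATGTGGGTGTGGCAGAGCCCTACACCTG. Among all GENCODE M39 transcripts, the target matched those of 1 gene without a mismatch. Matches with mismatches were not searched for.

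**Figure D4:**
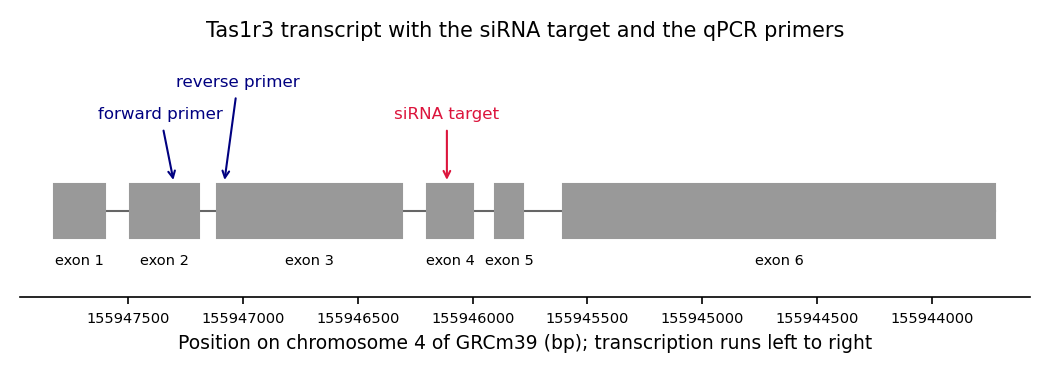
Map of the *Tas1r3* transcript on chromosome 4 of GRCm39, with positions in bp on the axis, exons as boxes drawn to scale, the siRNA target and the *Tas1r3* qPCR primers. The siRNA target lies in exon 4, and the primers lie in exons 2 and 3.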

The target sequences of the siRNA are listed in Additional file 2: Table S2.

### Quantitative real-time PCR (qPCR)

Reverse transcription and real-time PCR were conducted as previously described [63]. 

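The 12 primer pairs of Table S3 were matched to the transcripts of GENCODE M39 without mismatches. For 11 pairs, both primers were found in a transcript of their gene, and for 9 of these the product spans more than 1 exon. The products of *Agrp* (89 bp, exon 6) and *Bdnf* (127 bp, exon 2) each lie within 1 exon. The *Tas1r3* product of 157 bp spans exons 2 and 3 on chromosome 4 of GRCm39, with the forward primer at 155947289 to 155947309 and the reverse primer at 155947073 to 155947091. The *Gapdh* product of 123 bp was also found in transcripts of 47 other genes, and the remaining 10 pairs gave a product in no other gene. Neither primer listed for *Sox11* was found without a mismatch in any transcript on either strand, and each differed from the closest place in *Sox11* at 1 base.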

The primers used for qPCR are listed in Additional file 2: Table S3. *n* = 3/group.

### Statistical analyses

Two-way ANOVA was used for the statistical analysis of multiple experimental groups with a Tukey’s post-hoc test. Analysis of anxiety-related parameters with body weight as the covariate was performed using ANCOVA. An unpaired two-tailed Student’s *t*-test was used to compare two groups. Differences were considered significant when the *p*-value was < 0.05. All data are presented as mean ± SEM. In gene expression profiling, a right-tailed Fisher’s exact test was used to determine the significant biological pathways enriched with DEGs. GraphPad Prism version 9.00 for Windows (GraphPad, Inc., San Diego, CA, USA), IBM SPSS Statistics v25 (IBM Corp., Armonk, NY, USA), Partek Flow software (Partek, St. Louis, MO, USA; http://www.partek.com/partekgs), and IPA were used for the statistical analyses.

### Supplementary Information

**Additional file 1: Fig. S1.** Caloric intake of male WT and *Tas1r3*^−/−^ mice fed ND or WD for 12 weeks. **Fig. S2.** Correlation graphs between body weight and anxiety-related parameters. **Fig. S3.** Body weight, locomotor activities and anxiety-related behaviors of female WT and *Tas1r3*^−/−^ mice fed ND or WD for 12 weeks. **Fig. S4.** Representative images and quantitative analysis of Nissl staining of hypothalamus. **Fig. S5.** *Tas1r3*, *Prkaca*, *Creb1* and *Bdnf* mRNA expression in the hippocampal tissue and cultured adult hippocampal neuronal cell line.

**Additional file 2: Table S1.** Cohorts of animals used for behavioral testing. **Table S2.** siRNA target sequences. **Table S3. **qPCR primers.

**Additional file 3: Raw Data.** Raw data underlying Fig. 1, Figs. 3-5, and Fig. S5.

**Additional file 4: Fig. S6.** Uncropped western blot figures.

## Data Availability

All data generated or analysed during this study are included in this published article, its supplementary information files and publicly available repositories. The raw transcriptome datasets generated during the current study are available in the Gene Expression Omnibus database (available online: http://www.ncbi.nlm.nih.gov/geo) (accession numbers GSE216063) The data that support the findings of this study are available from the corresponding author upon reasonable request. The individual data values for Figs. 1, 3, 4, and 5, as well as Additional file 1: Fig. S5, are provided in Additional file 3.

## Abbreviations

ANCOVA: One-way analysis of covariance
ANOVA: Analysis of variance
BDNF: Brain-derived neurotrophic factor
CREB: CAMP response element binding protein
DEGs: Differentially expressed genes
ELISA: Enzyme-linked immunosorbent assay
EPM: Elevated plus maze
FDR: False discovery rate
GSEA: Gene set enrichment analysis
IPA: Ingenuity pathway analysis
LDB: Light–dark box
ND: Normal diet
NSF: Novelty-suppressed feeding
OF: Open field
PKA: Protein kinase A
TAS1R3: Taste receptor type 1 member 3
WD: Western diet
WT: Wild-type

# Supplementary material for: Taste receptor type 1 member 3 enables western diet-induced anxiety in mice
**Source:** BMC Biol. 2023 Nov 6;21:243. doi: 10.1186/s12915-023-01723-x
**Supplement:** Supplementary file 1 — Additional file 1: Fig. S1. Caloric intake of male WT and Tas1r3−/− mice fed ND or WD for 12 weeks. Fig. S2. Correlation graphs between body weight and anxiety-related parameters. Fig. S3. Body weight, locomotor activities and anxiety-related behaviors of female WT and Tas1r3−/− mice fed ND or WD for 12 weeks. Fig. S4. Representative images and quantitative analysis of Nissl staining of hypothalamus. Fig. S5. Tas1r3, Prkaca, Creb1 and Bdnf mRNA expression in the hippocampal tissue and cultured adult hippocampal neuronal cell line.

Figure S1

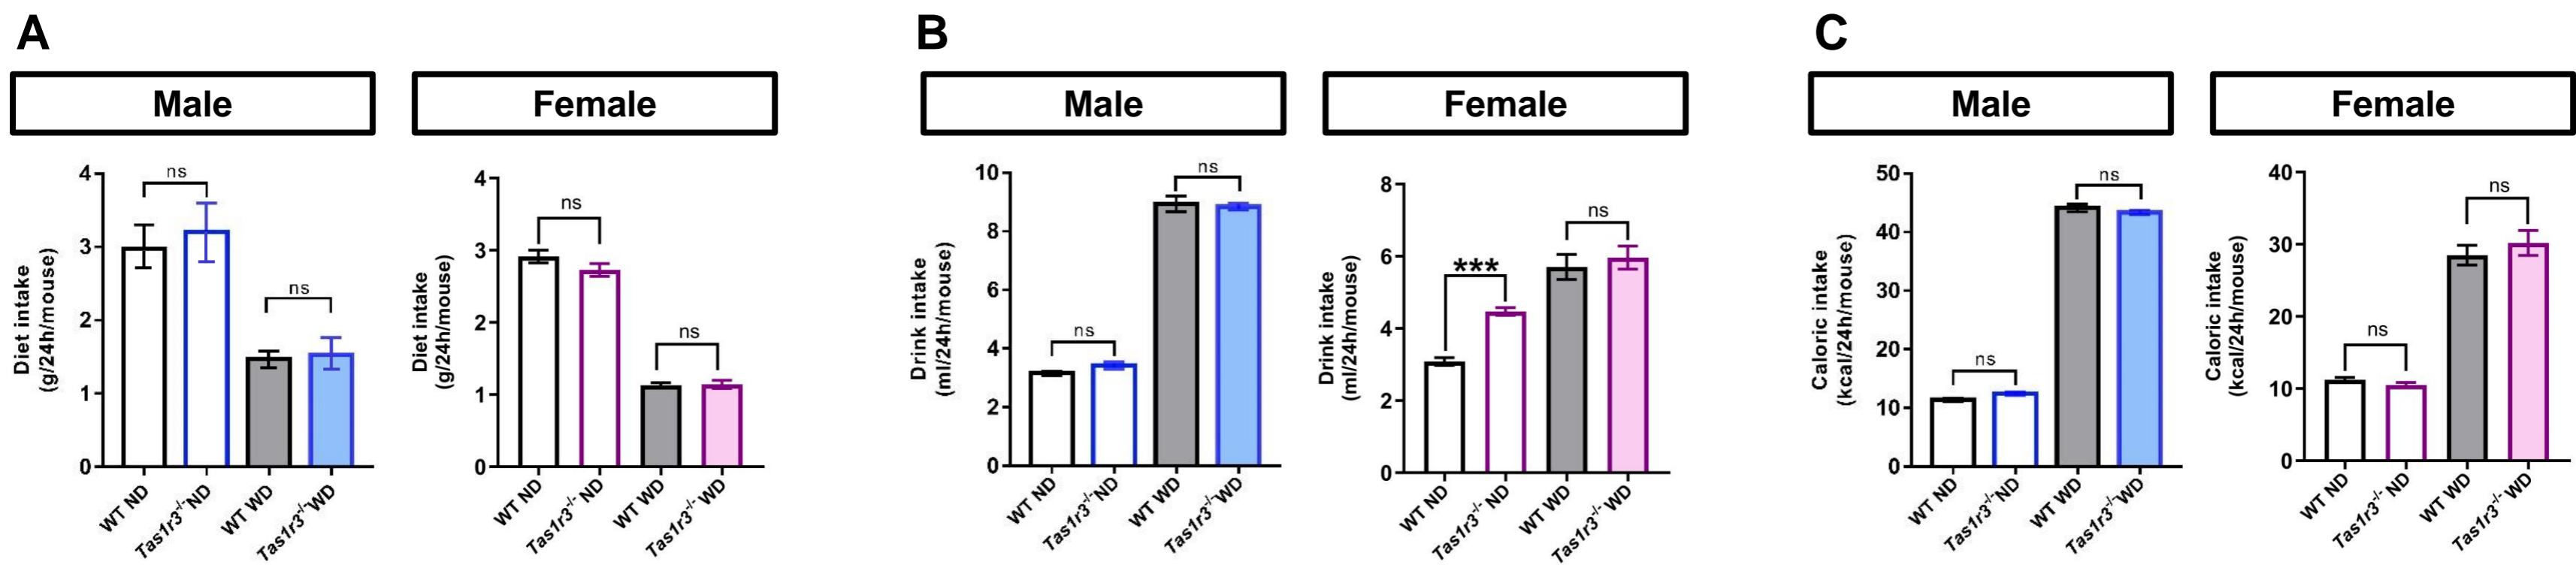

Additional file 1: Fig. S1. Caloric intake of male WT and *Tas1r3*<sup>-/-</sup> mice fed ND or WD for 12 weeks.

(A) Diet intake, (B) Drink intake, and (C) Caloric intake in male and female WT and *Tas1r3*<sup>-/-</sup> mice fed ND or WD. Unpaired two-tailed Student *t*-test. *n* = 10/group. All values are presented as the means ± SEM. ND, normal diet; ns, not significant; WD, western diet; WT, wild-type.

Figure S2

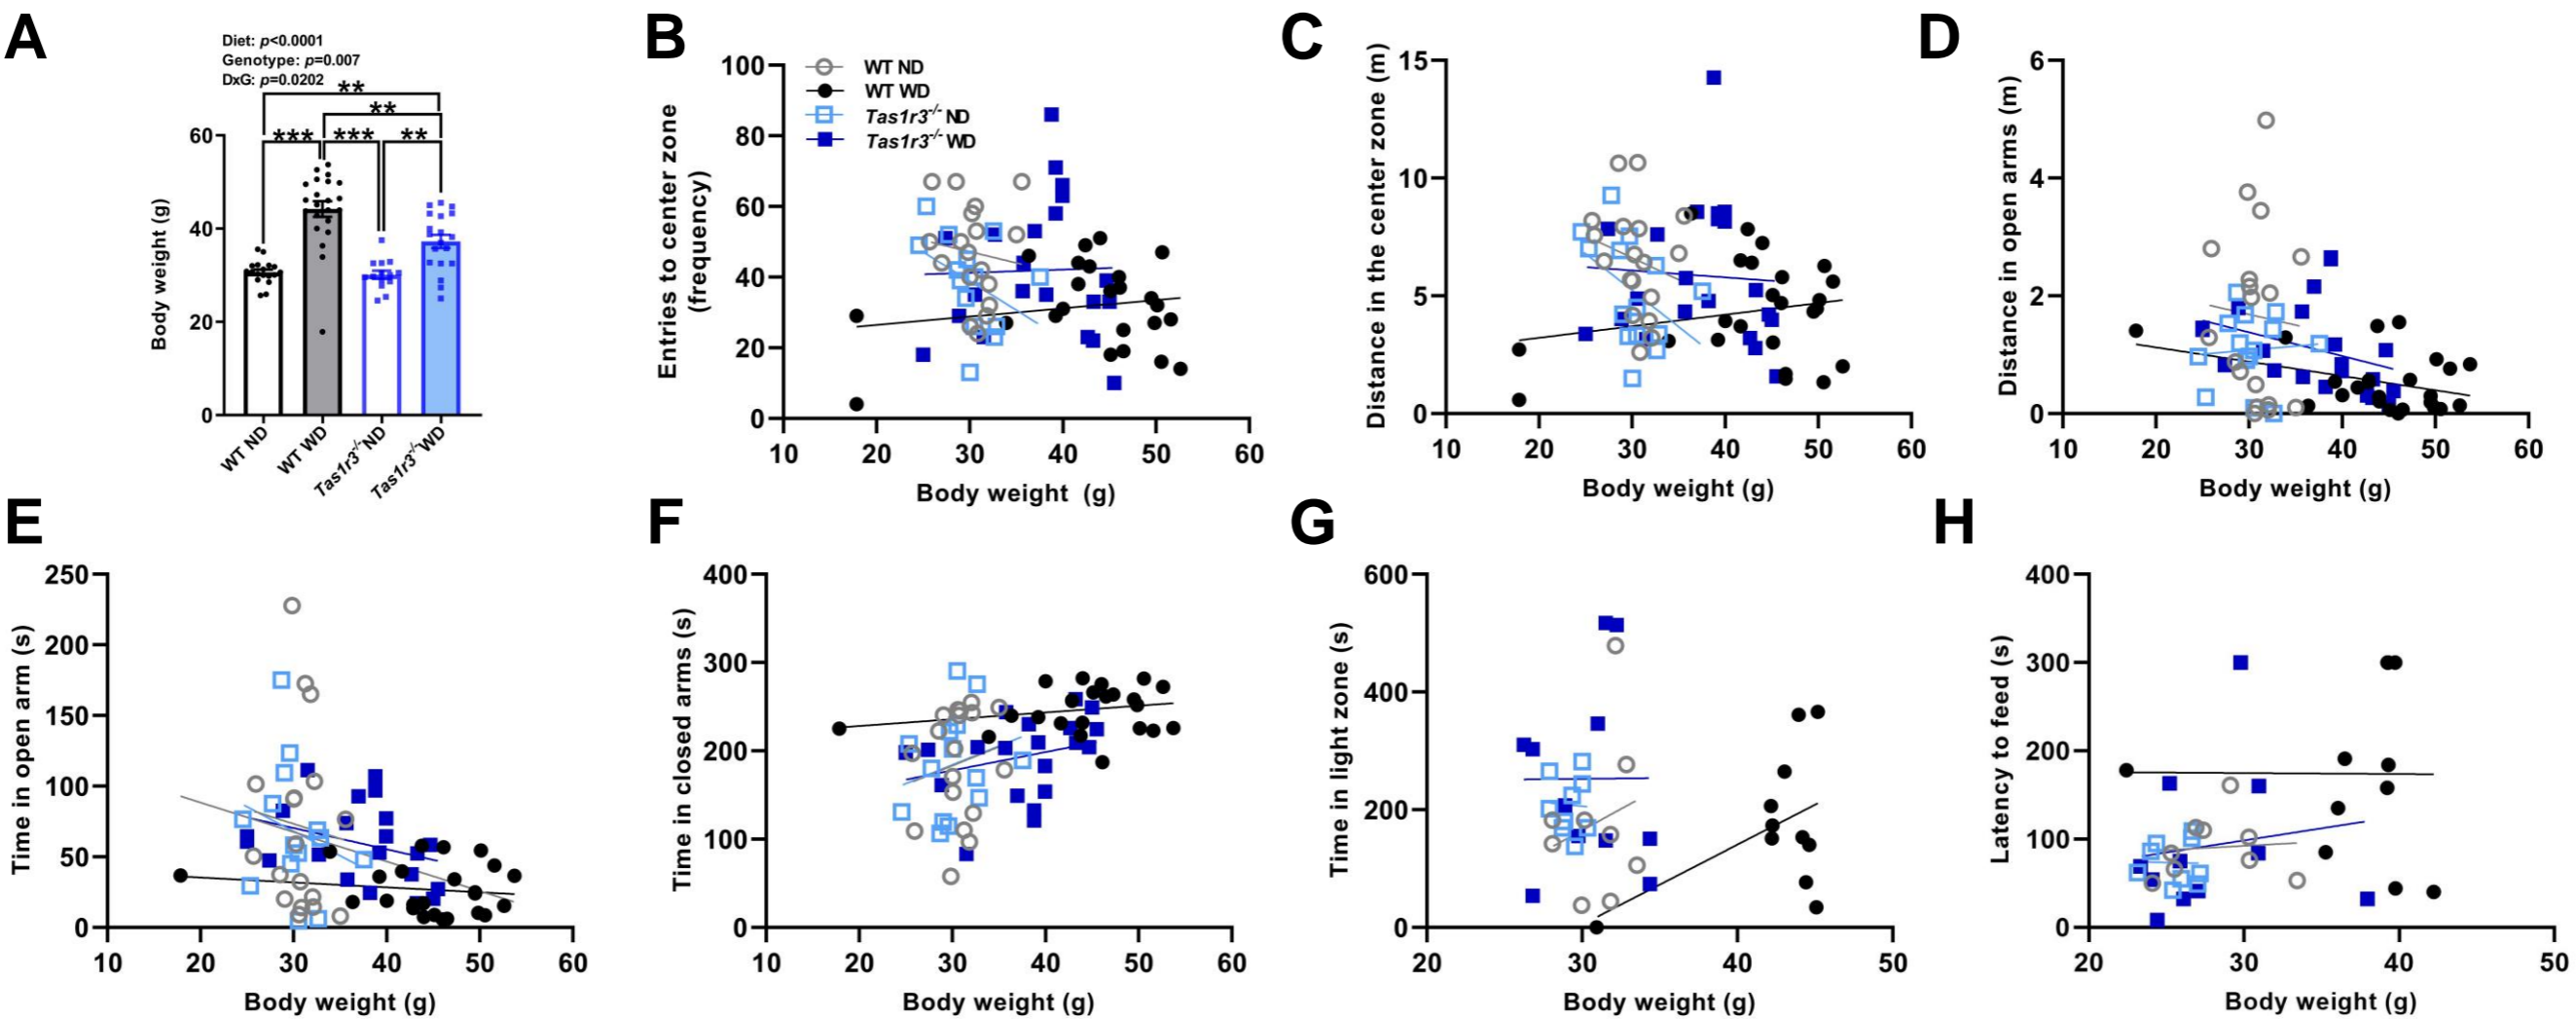

Additional file 1: Fig. S2. Correlation graphs between body weight and anxiety-related parameters.

(A) Body weight of male WT and *Tas1r3*<sup>-/-</sup> mice fed ND or WD. Two-way ANOVA followed by Tukey's multiple comparison test: \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$ . All values are presented as the means  $\pm$  SEM. No significant correlations (linear regression) were found in each group between body weight and anxiety-related parameters: (B) frequency of entries to center zone (WT ND,  $r^2 = 0.01478$ ,  $p = 0.6309$ ; WT WD,  $r^2 = 0.03091$ ,  $p = 0.4112$ ; KO ND,  $r^2 = 0.1663$ ,  $p = 0.1477$ ; KO WD,  $r^2 = 0.0009577$ ,  $p = 0.8999$ ), (C) distance in the center zone (WT ND,  $r^2 = 0.04608$ ,  $p = 0.3923$ ; WT WD,  $r^2 = 0.04264$ ,  $p = 0.333$ ; KO ND,  $r^2 = 0.1962$ ,  $p = 0.1127$ ; KO WD,  $r^2 = 0.04608$ ,  $p = 0.3923$ ), (D) distance in open arms (WT ND,  $r^2 = 0.003772$ ,  $p = 0.8087$ ; WT WD,  $r^2 = 0.1434$ ,  $p = 0.0681$ ; KO ND,  $r^2 = 0.005174$ ,  $p = 0.8070$ ; KO WD,  $r^2 = 0.122$ ,  $p = 0.1206$ ), (E) time spent in open arms (WT ND,  $r^2 = 0.006795$ ,  $p = 0.7450$ ; WT WD,  $r^2 = 0.02278$ ,  $p = 0.4814$ ; KO ND,  $r^2 = 0.06018$ ,  $p = 0.3979$ ; KO WD,  $r^2 = 0.1208$ ,  $p = 0.1226$ ), (F) time spent in closed arms (WT ND,  $r^2 = 0.02905$ ,  $p = 0.499$ ; WT WD,  $r^2 = 0.05417$ ,  $p = 0.2737$ ; KO ND,  $r^2 = 0.05744$ ,  $p = 0.4092$ ; KO WD,  $r^2 = 0.0902$ ,  $p = 0.1859$ ), (G) time spent in light zone (WT ND,  $r^2 = 0.04530$ ,  $p = 0.5825$ ; WT WD,  $r^2 = 0.2084$ ,  $p = 0.1581$ ; KO ND,  $r^2 = 0.002286$ ,  $p = 0.9028$ ; KO WD,  $r^2 = 2.2E-05$ ,  $p = 0.9891$ ), (H) latency to feed (WT ND,  $r^2 = 0.006582$ ,  $p = 0.8356$ ; WT WD,  $r^2 = 3.496E-05$ ,  $p = 0.9862$ ; KO ND,  $r^2 = 0.0005621$ ,  $p = 0.9517$ ; KO WD,  $r^2 = 0.01929$ ,  $p = 0.6838$ ). WT ND:  $n = 18$ ; WT WD:  $n = 24$ ; *Tas1r3*<sup>-/-</sup> ND:  $n = 14$ ; *Tas1r3*<sup>-/-</sup> WD:  $n = 21$ . ANOVA, analysis of variance; ND, normal diet; WD, western diet; WT, wild-type.

Figure S3

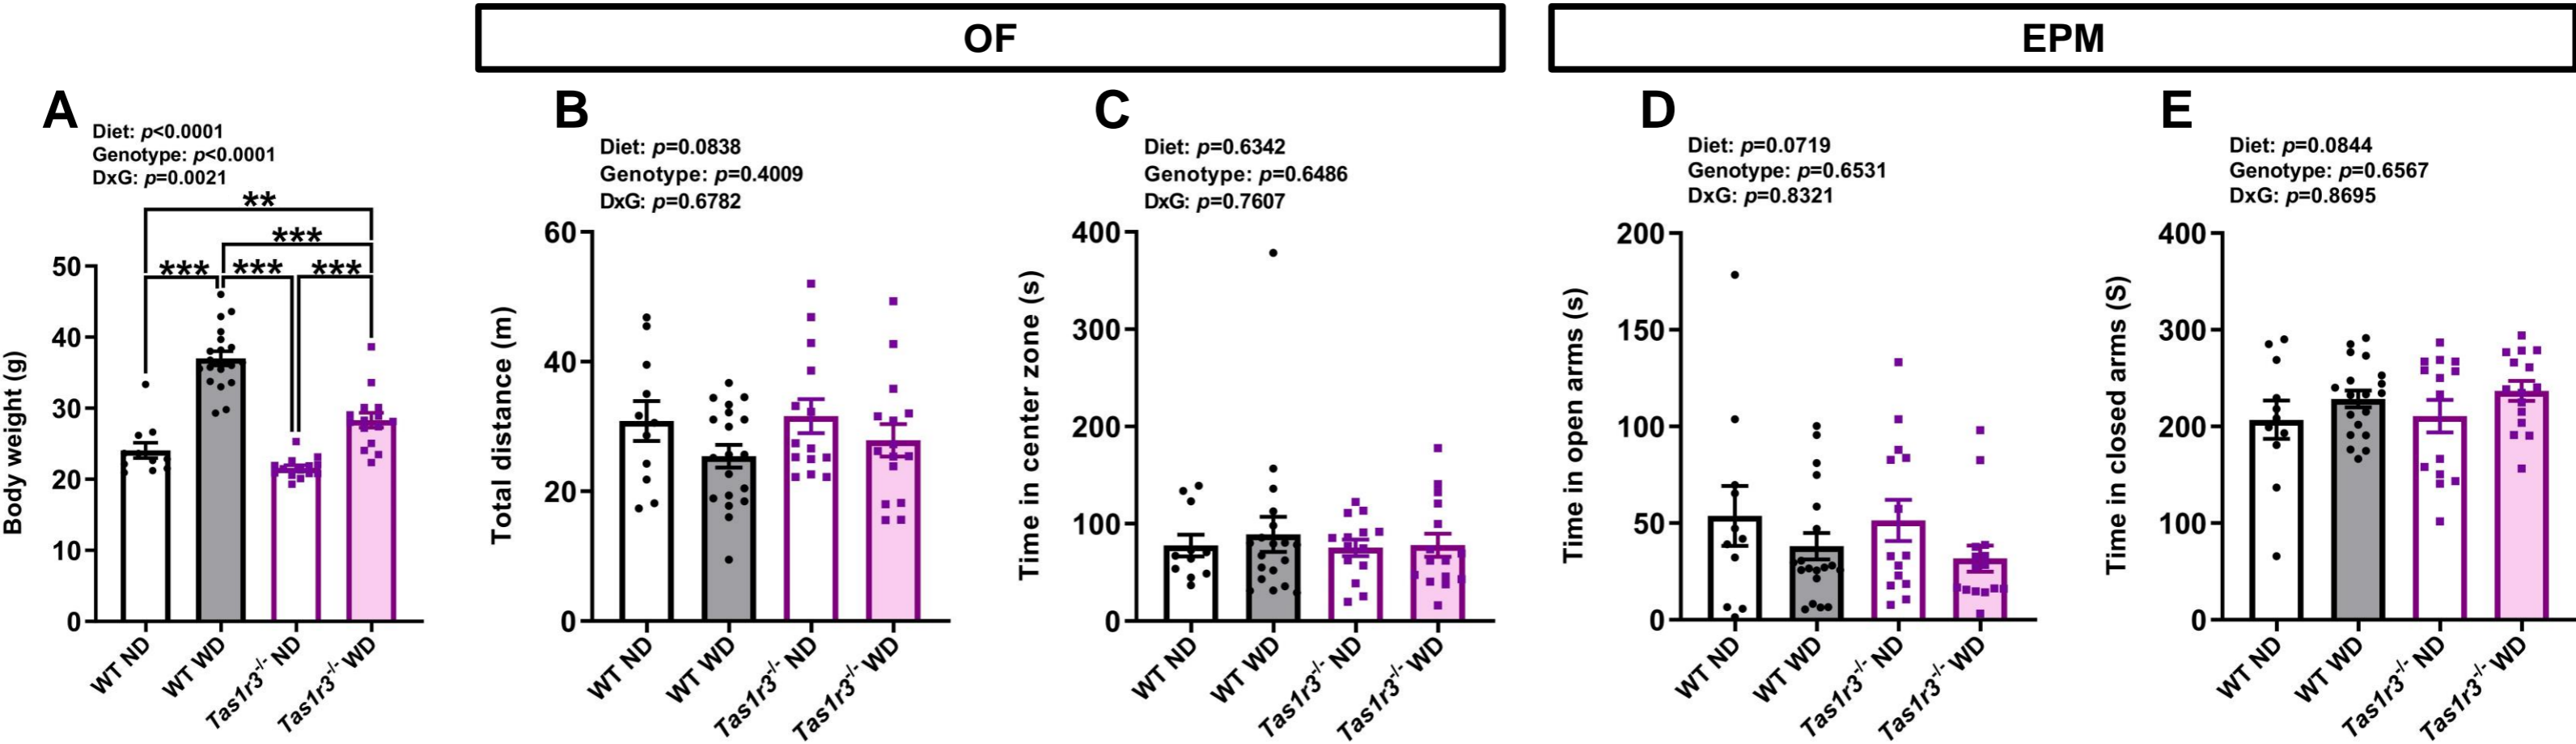

Additional file 1: Fig. S3. Body weight, locomotor activities and anxiety-related behaviors of female WT and *Tas1r3*<sup>-/-</sup> mice fed ND or WD for 12 weeks.

(A) Body weight of female WT and *Tas1r3*<sup>-/-</sup> mice fed ND or WD for 12 weeks. Two-way ANOVA followed by Tukey's multiple comparison test: \*\* $p<0.01$ , \*\*\* $p<0.001$ . (B) Locomotor activities and (C-E) anxiety related behaviors measured in OF and EPM test. Two-way ANOVA followed by Tukey's multiple comparison test. WT ND:  $n = 11$ ; WT WD:  $n = 19$ ; *Tas1r3*<sup>-/-</sup> ND:  $n = 14$ ; *Tas1r3*<sup>-/-</sup> WD:  $n = 15$ . All values are presented as the means  $\pm$  SEM. ANOVA, analysis of variance; EPM, elevated plus maze; ND, normal diet; OF, open field; WD, western diet; WT, wild-type.

A

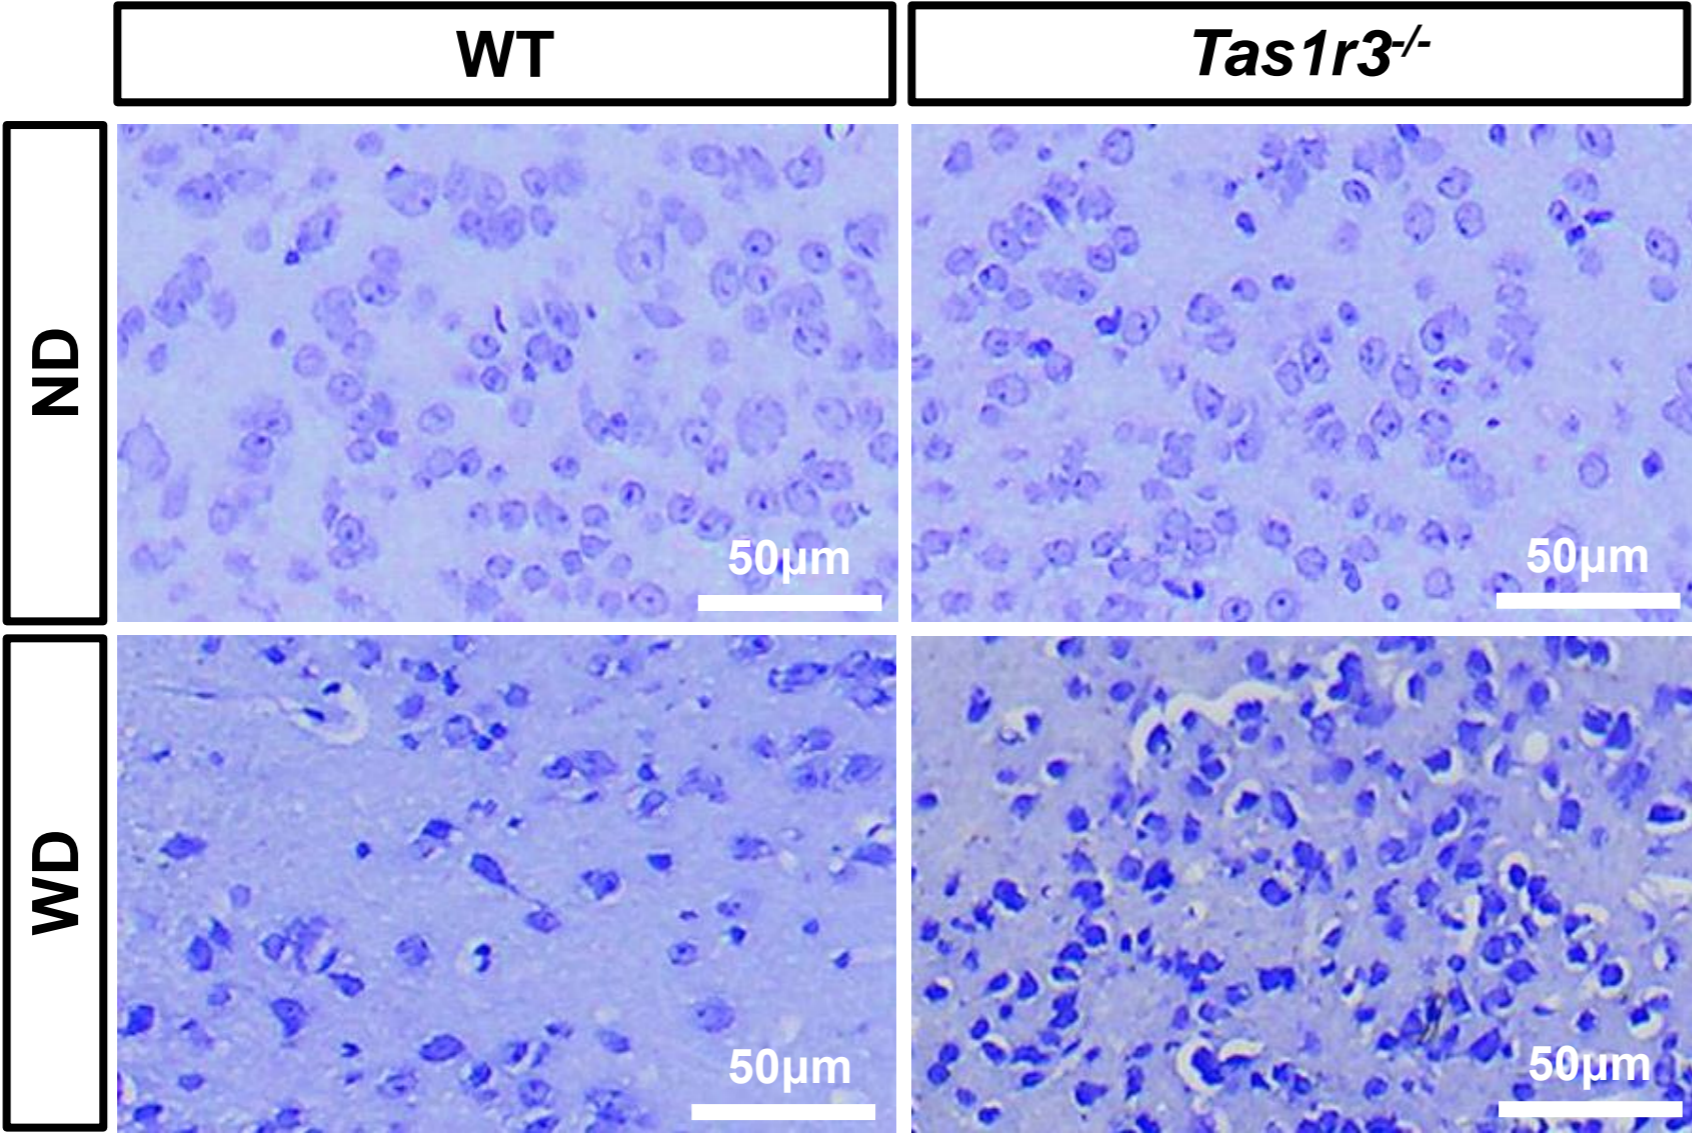

B

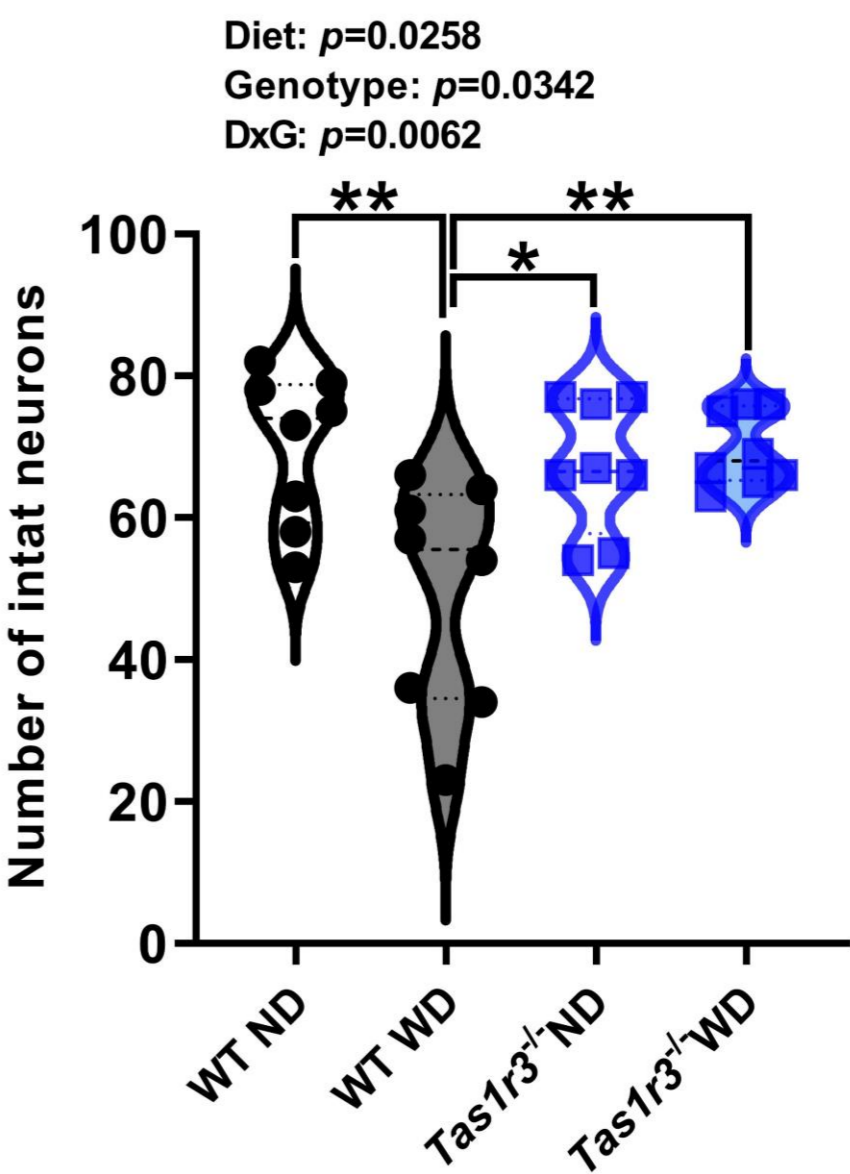

Additional file 1: Fig. S4. Representative images and quantitative analysis of Nissl staining of hypothalamus.

(A) Representative sections of the Nissl staining of hypothalamus. (B) The number of intact neurons per field in regions of hypothalamus. Two-way ANOVA followed by Tukey's multiple comparison test: \* $p<0.05$ , \*\* $p<0.01$ .  $n = 4$  slices from 2 mice/group. All values are presented as the means  $\pm$  SEM. ANOVA, analysis of variance; ND, normal diet; WD, western diet; WT, wild-type.

Figure S5

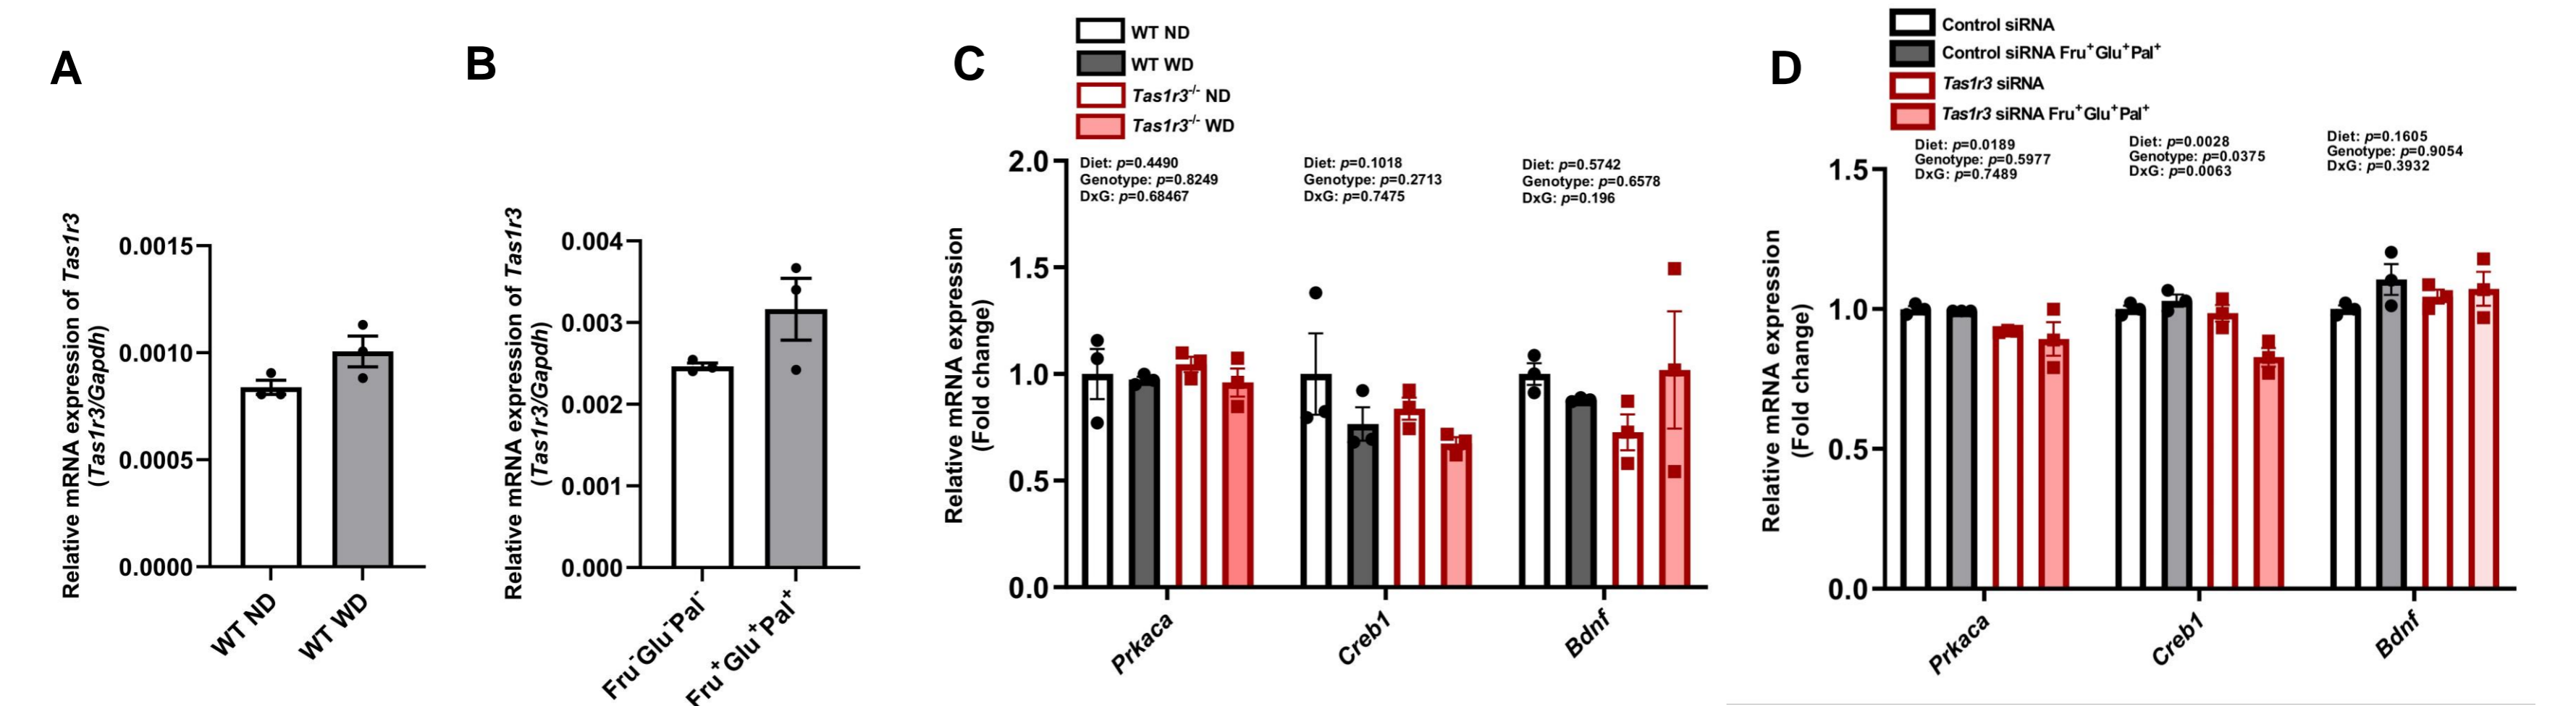

**Additional file 1: Fig. S5. *Tas1r3*, *Prkaca*, *Creb1* and *Bdnf* mRNA expression in the hippocampal tissue and cultured adult hippocampal neuronal cell line.**

(A) Relative mRNA expression of *Tas1r3* in hippocampal tissue of WT mice fed ND or WD for 12 weeks and (B) hippocampal neuronal cell line stimulated with or without fructose (10 mM), glucose (10 mM), and palmitate (10  $\mu$ M). Unpaired two-tailed Student *t*-test. *n* = 3/group. (C) Relative mRNA expression of *Prkaca*, *Creb1* and *Bdnf* in hippocampal tissue of WT and *Tas1r3*<sup>-/-</sup> mice fed ND or WD for 12 weeks and (D) hippocampal neuronal cell line transfected with *Tas1r3* siRNA or scrambled control siRNA and stimulated with or without fructose (10 mM), glucose (10 mM), and palmitate (10  $\mu$ M). Two-way ANOVA followed by Tukey's multiple comparison test. *n* = 3/group. All values are presented as the means  $\pm$  SEM. ANOVA, analysis of variance; ND, normal diet; WD, western diet; WT, wild-type.

# Supplementary material for: Taste receptor type 1 member 3 enables western diet-induced anxiety in mice
**Source:** BMC Biol. 2023 Nov 6;21:243. doi: 10.1186/s12915-023-01723-x
**Supplement:** Supplementary file 2 — Additional file 2: Table S1. Cohorts of animals used for behavioral testing. Table S2. siRNA target sequences. Table S3. qPCR primers.

**Table S1. Cohorts of animals used for behavioral testing.**

| **Sex** | **Cohort** | **Diet** | **Genotype** | **Numbers of animals** | **Test** |
| --- | --- | --- | --- | --- | --- |
| Male | **1** | ND | WT | 18 | OF, EPM |
|  |  |  | *Tas1r3^-/-^* | 14 |  |
|  |  | WD | WT | 24 |  |
|  |  |  | *Tas1r3^-/-^* | 21 |  |
|  | **2** | ND | WT | 9 | LDB, NSF |
|  |  |  | *Tas1r3^-/-^* | 9 |  |
|  |  | WD | WT | 11 |  |
|  |  |  | *Tas1r3^-/-^* | 11 |  |
| **Female** | **1** | ND | WT | 11 | OF, EPM |
|  |  |  | *Tas1r3^-/-^* | 14 |  |
|  |  | WD | WT | 19 |  |
|  |  |  | *Tas1r3^-/-^* | 15 |  |

Three independent cohorts were generated and used for the behavioral test. For each cohort, the table summarizes the number of animals per group and allocation to the experiments of interest. EPM, elevated plus maze; LDB, light-dark box; ND, normal diet; NSF, novelty suppressed feeding; OF, open field; WD, western diet; WT, wild-type.

**Table S2.** **siRNA target sequences.**

| **Target gene** | **Sense** | **Antisense** |
| --- | --- | --- |
| **Mouse**  ***Tas1r3*** | GACAUGGAAUAUGACCUGA | UCAGGUCAUAUUCCAUGUC |

**Table S3. qPCR primers.**

| **Gene** | **Forward primer sequence**  **(5′–3′)** | **Reverse primer sequence**  **(5′–3′)** |
| --- | --- | --- |
| **Mouse *Gapdh*** | AGGTCGGTGTGAACGGATTTG | TGTAGACCATGTAGTTGAGGTCA |
| **Mouse *Tas1r3*** | TGCTGCCTACTGCAACTACAC | CCGGTCACTTAGCCGATCC |
| **Mouse *Prkaca*** | CTAAAGCAGATCGAGCACACTC | GCCACCAGCTACATACTCCA |
| **Mouse**  ***Creb1*** | CCCAAAAACGAAGGGAAATCCT | CCTGGTGCATCAGAAGATAAGTC |
| **Mouse**  ***Bdnf*** | AAAGTCCCGGTATCCAAAGGCCAA | TAGTTCGGCATTGCGAGTTCCAGT |
| **Mouse *Dcx*** | AAACTGGAAACCGGAGTTGTC | CGTCTTGGTCGTTACCTGAGT |
| **Mouse *Map2*** | ACATCAAACATTCTGCTGGGGGCG | CAAGCGCCGCAGTGACATCCT |
| **Mouse *Sox11*** | CGACGACCTCATGTTCGACC | GACAGGGATAGGTTCCCCG |
| **Mouse *Agrp*** | CTCCGCGTCGCTGTGTAAG | GAAGCGGCAGTAGCACGTAG |
| **Mouse *Gabra2*** | GGACCCAGTCAGGTTGGTG | TCCTGGTCTAAGCCGATTATCAT |
| **Mouse *Bax*** | GGCGAATTGGAGATGAACTG | CAAAGTAGAAGAGGGCAACCAC |
| **Mouse *Bcl-2*** | TCGCCCTGTGGATGACTGA | CACTTGTGGCCCAGGTATG |

How the deposited data were processed for this re-analysis (not part of the article)

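The data are RNA sequencing counts from the hypothalamus of WD-fed male mice, with 2 libraries of WT mice and 2 of *Tas1r3*-/- mice. The authors aligned Ion Torrent reads to mm39 with STAR in Partek Flow, quantified RefSeq transcripts, and deposited an estimated count for each transcript and library, without normalization. Of the values, 13% are whole numbers. Each transcript listed has a total of at least 10 estimated counts over the 4 libraries. The 4 tables of single samples are identical to the columns of the table of all samples. The design set before the data were examined assumed counts for genes, whereas the table holds expected counts for transcripts. They were therefore summed to genes by RefSeq accession, with a table of GRCm38.p6 used for names only, and rounded to whole counts for the count models. A table of gene names paired 30886 of 30930 transcripts with a gene, and the other 44 were left out of library sizes and tests.

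Library totals of named genes were 5789319 and 6139601 in WT WD and 6162186 and 5717499 in *Tas1r3*-/- WD. A count of 0 allows up to 3 counts, which is between 0.482 and 0.526 CPM in these libraries. This limit covers counting error only. Coordinates are from GENCODE M39 on GRCm39, the build the authors aligned to, matched by gene symbol for 15742 of 16378 genes.

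Differential expression was tested with edgeR 4.0.16 in R 4.3.3 by its quasi-likelihood test, with TMM normalization, filterByExpr and Benjamini-Hochberg adjustment. DEGs needed an adjusted p under 0.05 and a fold change of at least 1.5. The paper's methods name DESeq2 for this step and the legend of Fig. 3 names Student's test. DESeq2 1.42.0 and a linear model for each gene without moderation of the variance were run as alternatives. Other alternatives were RLE size factors, total counts, limma-trend in limma 3.58.1, no filter beyond 1 count in any library, at least 10 counts in every library, a block for replicate number, an offset for GC content with and without the block, no fold change threshold, and glmTreat. Each library was also left out in turn, which leaves 1 library in a group, so log2 fold changes were recomputed without a test. Chosen after the data were examined were the same tests on transcripts, the earlier quasi-likelihood method of edgeR, an offset for transcript length, alone and for gene sets also with fry, calls by unadjusted p, and a 20 Mb window for DESeq2. The offsets remove a loess trend (span 0.3) from each library.

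Gene sets were tested by camera in limma, with its preset correlation of 0.01, and by fry as an alternative. At claims there were 7 sets, namely 3 gene lists written from gene families before the data were examined and 4 mouse Reactome sets of the fgsea R package. For the closing section, 13 lists of marker genes were written at the same time, for immediate early genes, hypothalamic neuropeptides, choroid plexus, pituitary, cortex and hippocampus, striatum, thalamus, oligodendrocytes, astrocytes, microglia, endothelium, ependyma with tanycytes, and red blood cells. Replicates of a group were compared by the median log2 difference of a list and its percentile among 10000 random lists matched on expression, as a description of these libraries. Genes near *Tas1r3* were counted within 10 Mb and tested by Fisher's exact test, two-sided.

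Genes named in the text are those the paper names for the hypothalamus, the sex check genes, and members of some marker lists, taken from the 3 most abundant of the list. The DEGs of DESeq2 for genes and for transcripts, *Eno1*, *Ttc34* and *Acap3* were chosen after their values were seen. By the rule set before the data were examined, the 5 highest and the 5 lowest DEGs with a mean of at least 1 CPM and DEGs near *Tas1r3* would have been named, and there were none. *Tas1r2* has no transcript in the table. The count test was tested on simulated data for the real genes and library sizes with 200 changed genes. At the trend of dispersion on abundance in the real libraries, edgeR recovered 58.5% of them among 14169 genes tested, with 4 false calls among 121, and DESeq2 recovered 53.0%. Each gene took the value of the trend, genes were independent, and no library stood apart as WT WD replicate 2 does. These shares therefore do not give the power in the real libraries. At a low dispersion edgeR recovered 95.5% among 14207 genes tested. Gene sets were simulated at the low dispersion only, with genes independent of each other. Of 20 unchanged lists, camera called 0 and fry called 1, and both called a list of raised genes. Lists whose genes vary together were not simulated, so false calls by camera for such lists are not covered. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. The quantitative PCR, western blot, ELISA, histology, behavior and cell culture experiments were not reanalysed here. Of their values in Additional file 3, qPCR means were set beside the RNA sequencing, and all groups of 3 values were compared with each other as numbers.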

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

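The tests of tissue lists between the genotypes, library size, GC content between the genotypes, sex and DEGs near *Tas1r3* were chosen before the data were examined. The tests on single libraries, on genes near *Tas1r3* by unadjusted p, on the immediate early genes and on transcript length were chosen only after the results were seen.

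WT WD replicate 2 stood far from the other libraries. The list of 10 thalamus genes was higher in WT WD replicate 2 than in WT WD replicate 1 for 10 of 10 genes, by a median of 4.53 on the log2 scale, above all of 10000 random lists. With counts at or under 3 set to 3, the median was 4.62. The most abundant members were *Prkcd*, at 10.7 CPM in replicate 1 and 585 CPM in replicate 2, *Zic1*, at 46.6 and 466 CPM, and *Tcf7l2*, at 10.8 and 360 CPM. Hypothalamic neuropeptides were lower in replicate 2, by a median log2 difference of -3.54 over 20 genes, of which 1 was higher, below all of the random lists. With counts at or under 3 set to 3, the median was -3.67. *Pmch* fell from 769 to 6.59 CPM and *Avp* from 336 to 2.31 CPM. The choroid plexus list was higher by a median of 2.40 and the red blood cell list by 2.36, both above all random lists, and with counts at or under 3 set to 3 the former was 2.84, with *Ttr* at 4.30 and 678 CPM. The cortex and hippocampus list differed by 0.13 and the striatum list by 0.06, both within the random lists, at percentiles 72.0 and 67.6. The endothelium list was higher by 0.35 and the oligodendrocyte list by 0.31, near the upper end of the random lists at percentiles 98.48 and 98.46. Ependyma with tanycytes differed by 0.33 (percentile 92.66), astrocytes by 0.13 (82.77), microglia by -0.08 (33.87) and immediate early genes by -0.04 (37.39). For pituitary the median was 0, but 9 of 11 genes had at most 3 counts in a library, 5 of them in both, and over the other 6 the median was -1.14 with counts at or under 3 set to 3.

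Several technical explanations were tested for this library. A wrong genotype label is argued against by *Tas1r3*, at 4.45 CPM in WT WD replicate 2, where the *Tas1r3*-/- WD libraries had at most 1.23 CPM. Library size is argued against by its 6177210 estimated counts, which lie within the range of the other libraries. A GC content or length bias is argued against by the correlation across genes of the difference between the WT WD replicates with GC content (Spearman's rho -0.0445) and with transcript length (-2.05e-04), where genes are not independent replicates. A candidate explanation that stays open is dissection, with thalamus in place of much of the hypothalamus in WT WD replicate 2, for which the thalamus median of 4.53 and the neuropeptide median of -3.54 go the way it needs. A biological difference between these mice of 1 group was not tested.

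*Tas1r3*-/- WD replicate 1 held transcripts of pituitary hormones. The pituitary list was higher than in *Tas1r3*-/- WD replicate 2 for 11 of 11 genes, by a median of 4.11 on the log2 scale, above all of 10000 random lists, and by 3.50 with counts at or under 3 set to 3. *Gh* had 4741 estimated counts in replicate 1 and 14 in replicate 2, *Prl* had 3104 and 3, and *Chgb*, which the hypothalamus also expresses, was at 518 and 451 CPM. Pituitary tissue carried into this library may explain this, since the whole list moved by 4.11. In the same comparison the thalamus list was lower by a median log2 difference of -0.86 and the striatum list higher by 0.69, the choroid plexus list by 0.47 (0.29 with counts at or under 3 set to 3), the red blood cell list by 0.72, and the microglia list by 0.20, the first below and the others above at least 98.4% of random lists. No biological explanation was tested.

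Between the genotypes, the same 13 lists were tested by camera in limma. The list of immediate early genes was higher in *Tas1r3*-/- WD, with a median log2 fold change of 0.51 and an adjusted p of 2.27e-04. Of 12 genes tested, 9 had a higher mean, and for 8 both *Tas1r3*-/- WD libraries lay above both WT WD libraries. Fry gave an adjusted p of 0.0111, and the range over the alternatives was 2.23e-05 to 0.0119. The most abundant members were *Egr1*, *Fos* and *Junb*, with log2 fold changes of 0.83, 0.55 and 0.73, and *Junb* at 0.16 without WT WD replicate 2 and 1.69 without WT WD replicate 1. Tissue of WT WD replicate 2 is argued against as the whole cause, since the median was 0.53 without that library. Gene length bias is argued against, since the adjusted p from camera was 2.23e-05 with the length trend removed. The rise in 8 genes in both libraries of 1 group leaves open a difference in handling or in the time of death between the groups, which cannot be told apart from genotype because no label records either. The genotype stays open as a biological explanation, and all 13 genes of this list are also in the list of CREB target genes.

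Outside the immediate early genes, the camera adjusted p of the CREB target list was 0.0587 with a median log2 fold change of 0.29 over 12 genes. These 12 genes include *Sst* and *Crh*, which are also in the neuropeptide list, so they are not free of the tissue difference of WT WD replicate 2. Whether immediate early genes alone carry the rise of the CREB target list cannot be told apart from a rise of the whole list, because the rest still leaned upward but passed the threshold neither with camera nor with fry, whose adjusted p was 0.132.

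The neuropeptide and choroid plexus lists also had a camera adjusted p under 0.05, and fry gave neither. Neuropeptides were higher in *Tas1r3*-/- WD with an adjusted p of 0.0164 (fry in limma 0.757) and a median log2 fold change of 0.35, which was -0.35 without WT WD replicate 2 and 3.33 without WT WD replicate 1. Choroid plexus genes were lower with an adjusted p of 0.0312 (fry in limma 0.533) and a median of -0.97 over the 6 of 10 genes tested (-1.85 over all 10 with counts at or under 3 set to 3), which was -0.21 without WT WD replicate 2 and -1.53 without WT WD replicate 1. Both medians depend on which WT WD library is left out. Over the alternatives other than the replicate block, the adjusted p ranged from 0.00118 to 0.8225 for neuropeptides and from 0.0282 to 0.660 for choroid plexus. When genes needed at least 10 counts in every library, it was 0.0664 for choroid plexus, and the ependyma with tanycytes list passed the threshold with 0.0350, against 0.222 and a range of 0.0350 to 0.358. The thalamus list had the lowest median, -2.44, with a camera adjusted p of 0.194, and its direction was reversed at 1.31 without WT WD replicate 2. The other 9 lists had camera adjusted p values between 0.222 and 0.876. Of these, the red blood cell list had a median of -0.93, which was 0.67 without WT WD replicate 2, and the pituitary list 0.90 over the 3 of 11 genes tested (2.68 over all 11 with counts at or under 3 set to 3), which was 3.15 without WT WD replicate 1, 0.06 without WT WD replicate 2 and -0.00127 without *Tas1r3*-/- WD replicate 1. For the ependyma with tanycytes it was -0.64, and -0.22 without WT WD replicate 2. A difference in the neighbouring tissue dissected is therefore a candidate explanation for a part of the difference between the genotypes, carried by WT WD replicate 2 for the thalamus and red blood cell lists and by *Tas1r3*-/- WD replicate 1 as well for the pituitary list. Library size is argued against for the genotype difference, with a ratio of mean totals of 1.00 and overlapping totals. At an unadjusted p under 0.05 there were 786 genes, 701 with the GC trend removed and 557 with the length trend removed, where chance gives about 717. Bias by GC content or by gene length cannot be told apart from a genotype effect over all genes, because the counts left lie under what chance gives. The Spearman correlation across genes of the log2 fold change was -0.161 with GC content and 0.276 with transcript length.

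Genes near *Tas1r3* differed between the genotypes more often than elsewhere. Of 134 tested genes within 10 Mb, 16 (11.9%) had an unadjusted p under 0.05, against 769 of 14205 (5.41%) elsewhere, an odds ratio of 2.37 (Fisher's exact test, p = 0.00319). Over 20 Mb tiles of the genome with at least 50 tested genes, none had a higher share than the tile of chromosome 4 that starts at 140 Mb, with 11.9%. The next tiles had nearly equal shares, with 11.8% on chromosome 8 from 40 Mb, 11.5% on chromosome 16 from 40 Mb and 10.2% on chromosome 3 from 40 Mb. There was 0 of 0 DEGs in the window, so the test on DEGs set beforehand could not be made, and at an unadjusted p under 0.05 there were 786 genes over the genome. *Cptp* (ENSMUSG00000029073), which lies 1356 bases from *Tas1r3*, was at 11.3 and 11.7 CPM in WT WD and at 42.8 and 42.1 CPM in *Tas1r3*-/- WD. Its log2 fold change was 1.88 (standard error 0.16, edgeR adjusted p 0.748, DESeq2 adjusted p 3.13e-06), and it stayed between 1.86 and 1.90 with each library left out in turn. It was chosen after its values were seen. An effect of the knockout allele on its next genes alone is argued against, since the odds ratio was 2.43 with genes within 1 Mb left out. GC content bias is argued against by an odds ratio of 3.28 with the GC trend removed. A candidate explanation that stays open is donor strain chromosome around the knockout allele, for which the odds ratio of 2.37 goes the way it needs. For *Cptp* itself, an effect of the allele and a donor strain variant were not tested apart.

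The labels were checked in 2 further ways. A mislabelled sex is argued against by the Y-linked genes, whose lowest estimated count was 54.7. A mislabelled genotype is argued against by *Tas1r3*, whose lowest CPM in WT WD was 3.62 times its highest CPM in *Tas1r3*-/- WD.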

How the results depend on the processing

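With edgeR there were 0 DEGs, and 786 genes had an unadjusted p under 0.05. The count was also 0 with RLE size factors, total counts, limma-trend, a linear model without moderation, no count filter, at least 10 counts in every library, the GC offset, no fold change threshold and glmTreat. It was also 0 with 3 alternatives chosen after seeing the data, namely the transcripts in place of genes with edgeR, the earlier quasi-likelihood method of edgeR and the transcript length offset. DESeq2 gave 8 DEGs (7 up and 1 down). With transcripts in place of genes, DESeq2 gave 7 (4 up and 3 down), of *Fosl2*, *Eno1b*, *Zbtb16*, *Pik3cd*, *Zfand1*, *Cptp* and *Eno1*. Calls by an unadjusted p under 0.05 with the fold change threshold gave 371 genes (224 up and 147 down). For transcripts they gave 1244 (655 up and 589 down) with edgeR and 1018 (470 up and 548 down) with DESeq2. The transcript alternatives and the calls by unadjusted p were chosen after seeing the data, and without adjustment such counts hold calls made by chance. For the differences between DESeq2 and edgeR the cause was not tested. Over the 3 splits of the 4 libraries into 2 and 2, all 3 gave as many DEGs (0) as the split by genotype, and with 3 splits the share can never be under 0.05. At an unadjusted p under 0.05 the splits gave 786 genes by genotype, 434 and 215.

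The replicate numbers pair no samples by any label, and the replicate differences of the groups had a correlation of 0.0821 across genes. With a replicate block there were 0 DEGs, and with the block and the GC offset there was 1 (1 up and 0 down), *Gh*, at 762 CPM in *Tas1r3*-/- WD replicate 1 and 2.46 CPM in *Tas1r3*-/- WD replicate 2. With the block, 5 of the marker lists had an adjusted p under 0.05, against 3 without it, and no set at a claim changed its side of the threshold.

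PC1 held 51.0% of the variance with genes scaled to unit variance, against 70.1%, and from 56.8% to 83.0% across the fits that each left out 1 library, where fewer libraries leave fewer components.

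Of the gene sets, the CREB target list was past the threshold with camera, with total counts, RLE size factors, at least 10 counts in every library, the length offset and without the genes the paper names. Its adjusted p was 0.0679 with fry and 0.0587 for the members outside the immediate early list, the latter with fewer genes tested. With fry and the length trend removed it was 0.0732. For fry the cause was not tested. The neurogenesis list leaned the other way, with an adjusted p of 0.995, at 10 counts in every library and with 0.453 without the genes the paper names, where in both cases fewer genes were tested. With fry, 1 marker list (immediate early genes) was called, with the length trend removed as well, against 3 with camera, for which the cause was not tested. At 10 counts in every library, 3 marker lists were called, with ependyma with tanycytes (0.0350) in place of choroid plexus (0.0664), where fewer genes were tested. Axon guidance leaned the other way with fry and the length trend removed, with an adjusted p of 0.538. It stayed above 0.05 under every alternative with all 4 libraries, as did the PKA list, apoptosis, PKA activation and PKA-mediated phosphorylation of CREB, which also kept their direction there.

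Across the fits that each left out 1 library, the median log2 fold change ranged from 0.0833 to 0.19 for the PKA list, from 0.26 to 0.41 for the CREB target list, from -0.17 to 0.00688 for the neurogenesis list, from -7.23e-04 to 0.0533 for axon guidance, from 0.0643 to 0.23 for PKA activation and from 0.0738 to 0.26 for PKA-mediated phosphorylation of CREB. With all libraries the last of these were 0.11 and 0.15. The lowest values of the PKA sets and the highest of the neurogenesis and axon guidance sets were those without WT WD replicate 2.

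Near *Tas1r3* there were 0 DEGs with edgeR in windows of 5, 10 and 20 Mb. Of the 8 DEGs of DESeq2, 1 lay within 10 Mb, *Cptp* (Fisher's exact test, p = 0.0724), and 2 within 20 Mb (p = 0.00596), with *Tnfrsf8* at 10.9 Mb. By unadjusted p, the odds ratio within 5 Mb was 1.98 (Fisher's exact test, p = 0.0581), with fewer genes in the window. In the other alternatives it ranged from 2.19 to 3.28.

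For the 69 named genes that were tested, 675 of 684 values under other settings kept the direction and the side of the threshold, and 9 passed it, 8 of them with DESeq2 and *Gh* as above. With 1 library left out, 28 of the 69 genes changed direction for at least 1 library, among them *Bdnf*, *Prkaca* and *Agrp*. Total depth was 5874782 to 6273772 estimated counts, so that genes near or under 1 CPM rest on few counts. An example is *Tas1r3* in *Tas1r3*-/- WD, with 7.00 and 7.01 estimated counts at 1.125 and 1.228 CPM.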

Differences from the paper's values

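The paper reports 1432 DEGs, with 762 upregulated and 670 downregulated, against 0, 0 and 0 here with edgeR on 4 libraries, where 786 genes had an unadjusted p under 0.05. None of the alternatives set before the data were examined closed the gap. DESeq2, the tool the paper's methods name, gave 8 DEGs (7 up and 1 down), the GC offset with the replicate block gave 1, and the other alternatives gave 0. Without adjustment of p, and with transcripts in place of genes, edgeR gave 1244 calls (655 up and 589 down) and DESeq2 gave 1018 (470 up and 548 down). These settings were chosen after seeing the values, and their counts lie within 1.5 times of the paper's except that of DESeq2 for upregulated calls. Of 25694 transcripts tested, 1351 with edgeR and 1038 with DESeq2 had an unadjusted p under 0.05 at any fold change. These numbers lie near or under what chance gives. The nearness to the paper's counts is therefore no evidence that the paper's DEGs came from such a setting.

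The paper's PCA gives PC2 about 5.8% of the variance in Fig. 3A, read by eye, against 17.0% here. For PC1 it gives about 78%, also read by eye, against 70.1% here. The legend states 3 mice per group, whereas 4 libraries were analysed here. Fewer libraries leave fewer components to share the variance, so the shares of PC2 are not compared like for like. None of the alternatives set before the data were examined closed the gap, with 29.2% with genes scaled to unit variance, 9.64% with the 500 genes of largest variance, 17.5% with a prior count of 0.5 and 17.0% with total counts.

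The paper states that the transcriptome profiles of the genotypes were distinct in the PCA. Here PC1 placed WT WD replicate 1 at -23.1 beside the *Tas1r3*-/- WD libraries at -22.4 and -17.8, and WT WD replicate 2 at 63.3. With genes scaled to unit variance, PC1 had the WT WD libraries at -35.4 and 128 and the *Tas1r3*-/- WD libraries at -52.4 and -40.0, which do not overlap. PC2 had non-overlapping groups in the main setting and under the 4 alternatives with all libraries.

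The paper states that genes of PKA signaling were upregulated in GSEA, by a nominal p on a gene set its text does not spell out. Here the PKA list leaned upward with a camera (limma) adjusted p of 0.0587, and no alternative brought it under 0.05, the lowest being 0.0515. The unadjusted p of this list from camera was 0.025, so its side of 0.05 depends on the adjustment over 7 sets. The list, the test and the number of libraries also differ from the paper's. For neurogenesis, which the paper also gives as upregulated, 12 of 27 genes were higher, with a camera (limma) adjusted p of 0.917 and between 0.132 and 0.995 under the alternatives. The paper states increases of *Arc*, *Egr1* (printed as *Erg1*), *Vegfa* and *Bdnf*. Here edgeR's adjusted p over all genes was 0.748, 0.748, 0.757 and 0.891. Adjusted over the list alone of genes the paper names, *Egr1* had 0.0197 and the others were at or above 0.180. The adjusted p over all genes under the alternatives was 0.107 or higher for *Egr1* and 0.728 or higher for the others.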

Other observations

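The tests in this part were chosen only after the results were seen. The RNA sequencing log2 fold changes of genes the paper names, with or without a library left out, were set beforehand.

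*Eno1b* was lower and *Eno1* higher in *Tas1r3*-/- WD, with log2 fold changes of -1.35 (standard error 0.21) and 0.81 (standard error 0.14) and an edgeR adjusted p of 0.748 for both. *Eno1* lies on chromosome 4, 5.62 Mb from *Tas1r3*, and *Eno1b* on chromosome 18. *Eno1b* held 82.0% and 82.9% of the summed estimated counts of both genes in WT WD, and 47.8% and 54.4% in *Tas1r3*-/- WD. Reads moved between near-identical copies alone are argued against by the summed CPM, which was 1432 and 1789 in WT WD and 957 and 1078 in *Tas1r3*-/- WD, a log2 ratio of -0.662. That *Eno1* lies near *Tas1r3* leaves open a donor strain variant in the reads, which was not tested. Both genes were chosen after their values were seen.

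Other genes within 10 Mb of *Tas1r3* with an unadjusted p under 0.05 in edgeR include *Ttc34*, with a log2 fold change of -1.77 and *Acap3* with -0.61. Their edgeR adjusted p was 0.748 each, and they were chosen after their values were seen.

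For genes the paper measured by qPCR, the log2 ratio of *Tas1r3*-/- WD to WT WD was computed from the paper's values in Additional file 3. It was -8.26 for *Tas1r3* (Fig. 1A), 0.755 for *Bdnf*, 0.268 for *Dcx*, 0.323 for *Map2*, 0.755 for *Sox11*, 0.774 for *Agrp* and 1.28 for *Gabra2*. In the RNA sequencing the log2 fold changes of these genes were -2.13, 0.10, 0.37, 0.58, 0.56, 0.52 and 1.12. The largest gap between the assays among these genes was that of *Tas1r3*. *Agrp*, with 38 and 4 estimated counts in WT WD and 33 and 28 in *Tas1r3*-/- WD, had -0.35 without WT WD replicate 2 and 2.92 without WT WD replicate 1, and *Gabra2* had 0.56 and 2.05. *Pomc* had a log2 fold change of 1.77 and was at 112 and 2.47 CPM in WT WD and 343 and 45.3 CPM in *Tas1r3*-/- WD, and it was -0.34 without *Tas1r3*-/- WD replicate 1, 0.79 without WT WD replicate 2 and 6.28 without WT WD replicate 1. The ratio of *Bax* to *Bcl2* in CPM was 0.981 ± 0.0905 (SD, n = 2) in WT WD and 0.643 ± 0.0286 (SD, n = 2) in *Tas1r3*-/- WD, and the log2 ratio of the paper's qPCR means for it is -0.583. No test was made between the assays.

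In the paper's Additional file 3, 100 groups are listed with 3 values each. In 72 of them, 1 value equals the mean of the other 2 within a relative tolerance of 5e-05, among them 31 of the 32 groups of Fig. 3F, 3G, 4C and 4D. The 3 values listed for *Bdnf* (Fig. 3G) and *Sox11* (Fig. 4C) are identical in 2 of 4 groups, WT WD and *Tas1r3*-/- WD. Those for *Dcx* (Fig. 5H) and *Map2* (Fig. 5I) are identical in 2 of 4 groups. These are the paper's values, and no explanation was tested.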
